# Persistent gene expression and DNA methylation alterations linked to carcinogenic effects of dichloroacetic acid

**DOI:** 10.3389/fonc.2024.1389634

**Published:** 2024-05-03

**Authors:** Gleta Carswell, John Chamberlin, Brian D. Bennett, Pierre R. Bushel, Brian N. Chorley

**Keywords:** transcriptomics (RNA sequencing), DNA methylation (5mC), dichloro acetic acid, mouse model, age, tumorigenesis, liver

## Abstract

**Background:**

Mechanistic understanding of transient exposures that lead to adverse health outcomes will enhance our ability to recognize biological signatures of disease. Here, we measured the transcriptomic and epigenomic alterations due to exposure to the metabolic reprogramming agent, dichloroacetic acid (DCA). Previously, we showed that exposure to DCA increased liver tumor incidence in B6C3F1 mice after continuous or early life exposures significantly over background level.

**Methods:**

Using archived formalin-fixed liver samples, we utilized modern methodologies to measure gene expression and DNA methylation levels to link to previously generated phenotypic measures. Gene expression was measured by targeted RNA sequencing (TempO-seq 1500+ toxicity panel: 2754 total genes) in liver samples collected from 10-, 32-, 57-, and 78-week old mice exposed to deionized water (controls), 3.5 g/L DCA continuously in drinking water (“Direct” group), or DCA for 10-, 32-, or 57-weeks followed by deionized water until sample collection (“Stop” groups). Genome-scaled alterations in DNA methylation were measured by Reduced Representation Bisulfite Sequencing (RRBS) in 78-week liver samples for control, Direct, 10-week Stop DCA exposed mice.

**Results:**

Transcriptomic changes were most robust with concurrent or adjacent timepoints after exposure was withdrawn. We observed a similar pattern with DNA methylation alterations where we noted attenuated differentially methylated regions (DMRs) in the 10-week Stop DCA exposure groups compared to the Direct group at 78-weeks. Gene pathway analysis indicated cellular effects linked to increased oxidative metabolism, a primary mechanism of action for DCA, closer to exposure windows especially early in life. Conversely, many gene signatures and pathways reversed patterns later in life and reflected more pro-tumorigenic patterns for both current and prior DCA exposures. DNA methylation patterns correlated to early gene pathway perturbations, such as cellular signaling, regulation and metabolism, suggesting persistence in the epigenome and possible regulatory effects.

**Conclusion:**

Liver metabolic reprogramming effects of DCA interacted with normal age mechanisms, increasing tumor burden with both continuous and prior DCA exposure in the male B6C3F1 rodent model.

## Introduction

The current default approach taken by the US Environmental Protection Agency (US EPA) when considering life-stage exposure is that cumulative exposure averaged over a lifetime is to be considered health protective when assessing exposure risk (1). However, high exposures may occur over a short-term window. In these cases, averaging these exposures over a lifetime may be inappropriate. It is therefore important to understand the linkage of life-stage stressors and latent adverse health outcomes. There are many examples of non-genotoxic exposures that increase susceptibility to cancer later in life (2–6). The mechanistic basis for this persistence can be multi-factorial, however the role of epigenetic dysregulation has increasingly been recognized as a common factor linked to cell proliferation, survival and invasion, immune response, genome instability, and energetics (7, 8) and has been proposed as an important hallmark of cancer. Therefore, a better mechanistic understanding of the epigenetic contribution to cancer biogenesis is a needed.

Dichloroacetic acid (*syn.* dichloroacetate, DCA) provides an interesting case study of latent carcinogenic effects from early-life exposure in mice. DCA is a halogenated acetic acid with low volatility that has previously been assessed by the US EPA because of its stable presence in drinking water as a byproduct of disinfection (9) and potential carcinogenic metabolite of the ground water contaminant, trichloroethylene (10). In male and female mice, as well as male rats, continuous exposure to DCA significantly increases the incidence of liver adenomas and carcinomas (9, 11–14), which led to the US EPA classifying it as a likely carcinogen. However, DCA is also recognized as a metabolic reprogramming agent and has been explored as therapeutic for diabetes, lactic acidosis, lipid/lipoprotein disorders, pulmonary arterial hypertension, and interestingly, for cancer (15). Given that typical amount of exposure in drinking water is much lower than calculated risk levels in humans (13, 16), it is unlikely these doses of concern are achieved due to environmental exposure. Therapeutic doses can reach much higher levels [25 mg/kg-day; (17)] and long-term deleterious effects could be of more legitimate concern, in addition to other recognized adverse effects such as peripheral neuropathy (18).

DCA-mediated mode-of-action for rodent liver cancer outcome is not entirely clear. The structure of DCA resembles that of pyruvate, which can bind and inhibit the activity of pyruvate dehydrogenase kinase [PDK; (19)]. PDK phosphorylates and subsequently inhibits the enzymatic action of the pyruvate dehydrogenase (PDH) complex, which is responsible for the conversion of glucose-derived pyruvate to acetyl-CoA. Activation of PDK reduces pyruvate shuttling to mitochondria (and subsequent acetyl-CoA-mediated activation of the TCA cycle) and instead favors pyruvate conversion to lactate. With DCA exposure, PDK is inhibited thereby activating the PDH complex and shunting glucose to the mitochondria and oxidative metabolism (20). This chemically induced bioenergetic shift can persist after exposure, therefore DCA is considered a metabolic reprogramming agent. However, it was also thought that this forced shift to mitochondrial oxidative metabolism may also be the cause of long-term oxidative burden, leading to cell injury, secondary DNA damage, and eventually cancer (21).

Importantly, our previous research confirmed that not only persistent DCA exposure but also short-term exposure early in life resulted in increased liver tumor burden (13, 22). These persistent tumorigenic effects occurred regardless of length of exposure length tested (ranged 4 wks to 93 wks). Most measured hepatic effects were transient, including mild hepatocellular necrosis, inflammation, and pigmentation, which resolved by 5 weeks after DCA exposure was removed (23). More persistent effects such as hepatocellular hypertrophy and cytoplasmic vacuolization (evidence of increased glycogenic storage) resolved by 26 weeks after DCA cessation. Overall, there was not strong evidence for classical genotoxic or non-genotoxic modes of action for latent carcinogenicity, leading to the hypothesis that persistent epigenetic alterations may be contributing to these latent effects. In this study, we utilize targeted RNA-sequencing and genomic-scaled DNA methylation methods using archived samples from this study to better understand the mechanistic basis for persistent effects of a brief carcinogenic exposure early in life.

## Methods

The study utilized archival frozen and formalin-fixed paraffin-embedded (FFPE) samples that were ≥ 30 years old. Due to use in prior studies, we lacked frozen samples for all time points with the exception of 10 week Stop and Direct groups at 78 weeks (**Figure 1**), which were utilized for Reduced Representation Bisulfite Sequencing (RRBS, *see Methods below*). Gene expression was measured from FFPE samples using a target-based RNA-sequencing method that had been previously utilized to replicate findings in FFPE samples compared to matched frozen samples in a sister study of similar archival age (24). Because of the limitations of these lower quality samples, we used stringent criteria to identify potentially erroneous findings and, as a result, some groups had reduced sample numbers due to these quality control restrictions.

**Figure 1:**
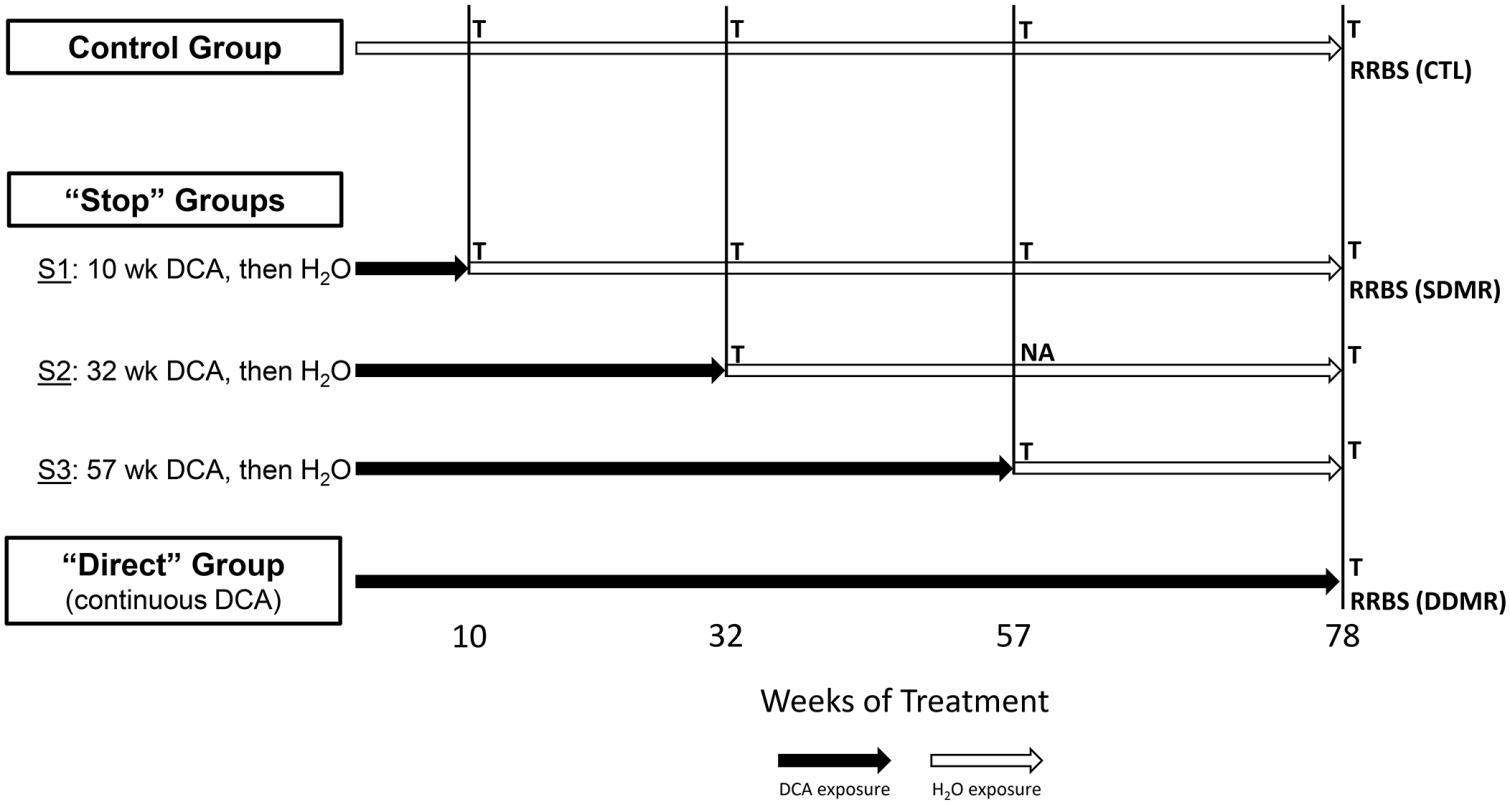
Study groups and sample overview. The stop-treatment mouse study design consisted of samples from four time courses of DCA exposure. The control group was given drinking water *ad libitum*, whereas mice in the “Stop” groups “S1”, “S2”, and “S3” had 3.5g/L DCA added for 10, 32, and 57 weeks, respectively. The “Direct” group was given DCA in drinking water for the length of the study (78 weeks). Liver gene expression was measured at each of these time points with the exception of “S2_57” weeks, where archived samples were not available (NA). The 1500+ TempO-seq assay was used to measure gene expression in FFPE samples indicated as “T”. Differentially Methylated Regions (DMRs) were determined by Reduced Representation Bisulfite Sequencing (RRBS) at the 78-week time point for the control (CTL), “S1” Stop group (SDMR) and the Direct group (DDMR) using frozen liver tissue.

### Study design

As previously published, male B6C3F1 mice were treated with 3.5 g/L DCA in deionized water in a stop exposure study design over a period of 78 weeks (23). Mice were either provided only deionized water (control), continuous DCA (direct) or in a series of stop-dosage timepoints after which the mice were switched to deionized water for the duration of the experiment. The Stop group treatments were as follows: 10 weeks of DCA followed by 68 weeks of water (S1) which equates to an exposure period of early childhood thru adolescence, 32 weeks of DCA and 46 weeks of water (S2) which equates to an exposure period from early childhood to a mature adult and 57 weeks of DCA with 21 weeks of water (S3) which equates to an exposure period from early childhood to late middle age. The Direct group were exposed to 3.5 g/L for the entirety of the 78-week study (senior mice). At each timepoint (10, 32, 57 or 78 weeks), a subset of the control, Direct and Stop treatment block mice were humanely euthanized with CO_2_ following EPA approved Animal Care and Use Committee protocols. Portions of the livers were fresh frozen at each sacrifice timepoint along with the preparation of FFPE paraffin blocks. **Figure 1** outlines study collection points and treatments. FFPE-derived samples were used to measure gene expression and frozen samples were used for DNA methylation determination.

### Animal care

The sourcing, housing, and maintenance of the mice in this archived study have been extensively detailed in prior publications, along with dosing details and animal behavior notes (13, 22, 23). All procedures involving animal care were approved by an EPA Institutional Animal Care and Use Committee. Briefly, mice were received at age 21 days to the EPA AAALAC International accredited facility from Charles River Laboratories in Morrisville, NC, and acclimated for 7 days prior to treatment initiation. The animals were housed in polycarbonate cages in a laminar flow room and maintained under standard conditions (20 ± 2 C°; 40–60% relative humidity; 12 h light/dark cycle) and fed *ad libitum* Purina 5001 laboratory rodent diet (Purina Test Diets, St. Louis, MO). The study animals were monitored daily for health impacts. Water intake and body weight were recorded daily.

### Drinking water dosage

The target dose of 3.5 g/L (429 mg/kg-day) DCA (CAS 79-43-6, Aldrich, Milwaukee, WI) was based on the earlier carcinogenicity results observed in male mice (13, 22), and is equivalent to 65 mg/kg-day in humans (23). Although this dose was up to approximately 10^5^ times greater than DCA concentrations measured in finished drinking water samples (33–160 μg/l) (9) and approximately 2.6 times greater than doses used clinically in studies of children and adolescents with congenital metabolic diseases (12.5 mg/kg every 12 h) (19), this dose captured greater than 85% of the tumorigenic effect observed with lifetime exposure at the same 3.5 g/L dose (22). The actual dose was estimated based on intake, body weight and water DCA concentrations, and the daily water concentration (ml/kg-day) by cage was measured every 4-5 weeks beginning with week 4. Drinking water stocks were prepared every 12-14 days and checked by ultraviolet absorption at 231nm to confirm DCA concentration (Beckman DU Series 600 spectrophotometer, Beckman Coulter, Brea, CA). The stock water pH was adjusted to 6.8-7.2 with NaOH, stored at 4-6°C and changed every 5-7 days, based on studies showing DCA to be stable over 1-2 weeks (11, 14). As previously detailed, water consumption was initially 5-22% lower in the DCA drinking water groups, although by 52 weeks, water consumption was equivalent in all groups. The removal of DCA quickly returned water consumption to control levels, regardless of exposure length.

### DNA isolation

Approximately 25 mg of frozen liver tissue was cut on dry ice and immediately placed into a 2 ml vial with ceramic homogenization beads (MP Biomedicals, Lysing Matrix D) containing 360 µl of Qiagen buffer ATL (Qiagen GmbH, Hilden, Germany). The tissue was allowed to equilibrate to room temperature, 20 µl of 40 mg/ml Proteinase K was added and homogenized with a Precellys 24 homogenizer (Bertin Technologies, Villeurbanne, France) at 5500 rpm for 20 s. The homogenized sample tubes were placed in a 56°C thermomixer at gentle agitation for 3 h. After proteinase treatment, the samples were treated with RNAse A, and DNA was isolated using Qiagen’s DNeasy^®^ kit following the manufacturer’s instruction. The isolated DNA was checked for initial purity (A260/280 of ≥ 1.8, A260/230 ≥ 1.0) using a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, Delaware). Yield was determined by Qubit broad range dsDNA assay kit and protocol (Life Technologies, Carlsbad, CA).

### Reduced representation bisulfite sequencing

DNA samples isolated from the frozen liver tissue (*n*=4-6) were analyzed for methylation on a genome-scale using a modified Reduced Representation Bisulfite Sequencing (RRBS) method (25, 26). Briefly, 500 ng DNA was digested overnight with MspI (300 ng) or TaqαI (200 ng). Each sample underwent an additional 2 hr digestion before restriction enzyme deactivation. Each restriction enzyme digested DNA sample was pooled and then bead purified using Agencourt Ampure XP beads (Beckman Coulter Life Sciences, Brea, CA), and Qubit quantitation was used to determine the amount of lambda (λ) for bisulfite methylation efficiency spike-in. End-repair and adapter ligation were performed with the KAPA Hyper Prep kit (Roche, Basle, Switzerland), along with a custom synthesized duplex adapter (Integrated DNA Technologies (IDT), Morrisville, NC). After overnight ligation and subsequent bead cleanup, the samples went through two rounds of bisulfite conversion and clean-up (Qiagen Epitect Bisulfite conversion kit, Germantown, MD). Library amplification was carried out using KAPA HIFI HotStart Uracil+ and IDT synthesized index and universal primer for 12 cycles, followed by bead cleanup. Library quality and yield were determined with the Agilent Bioanalyzer HS DNA kit (Santa Clara, CA), with the library size range predominately between 300 and 600bp. The libraries were sequenced on an Illumina NextSeq (San Diego, CA) by the National Health and Environmental Effect Research Laboratory (NHEERL) Genomics Research Core (GRC) at the US EPA using the NextSeq 500/500 75 cycle kit. Base calls were based on a Q-score of 30 for greater than 85% and a pass filter of ≥25M reads per sample. RRBS FASTQ files are available from NCBI GEO accession #GSE242665.

Differential methylation analysis was carried out using Bismark alignment (27). Briefly, sequencing adapters and read pairs with a mean Phred quality score of <20 were removed from reads using Trim Galore! (v 0.2.8). Bismark (v 0.14.3) aligned the reads to mm10 mouse genome assembly. Methylated and unmethylated cytosine were extracted from each CpG site and methylation percentages were derived, excluding any loci that were <10 reads and/or contained a known single nucleotide polymorphism. Average methylation percentages were calculated for the control, Direct and S1 78-week group samples by dividing the count of methylated reads by the total number of reads at each covered CpG site. Retained averaged methylation percentages contained >10 reads. All samples exhibited good bisulfite conversion rates (> 99%), alignment (>60% mapped to unique reference), and base quality scores (>96%, average = 98%). Differentially methylated regions (DMRs) were based on clustering of differentially methylated CpGs compared to control samples, which was used to generate DMRs based on the weighted methylation percentages from all CpGs in each region, as previously described (26). The final DMR list contained at least 3 CpGs within each DMR and an independent two-group Student’s *t*-test (*p*<0.05).

DMRs were mapped to regulatory features and transcription factor binding sites sourced from the Mouse Ensembl Regulatory Build, filtering for “liver:a8w” (release 90). CpG features were sourced from the UCSC annotation track database (ftp://hgdownload.cse.ucsc.edu/goldenPath/mm10/database/). Ensembl, Entrez and MGI identifiers were downloaded from BioMart data mining tool (https://useast.ensembl.org/info/data/biomart/index.html) to allow interconversion of identifiers. All DMRs for the Direct and Stop groups were linked to a single gene ID list based on nearest transcription start site using the R/Bioconductor package, GenomicRanges (28). Riken, GM- and pseudo genes were omitted from any gene or gene pathway subsequent analyses.

### FFPE derived mRNA sequencing

Archival samples were processed at BioSpyder, Inc. (Carlsbad, CA) using targeted Templated Oligo-Sequencing (TempO-Seq Mouse S1500+ Surrogate Assay, Mouse Tox v1.1, 3044 probes, 2755 genes) a liver-centric, sentinel gene, probe-based panel designed for high throughput predictions in toxicology (29). TempO-Seq performs well with older RNA-fragmented samples as compared to traditional RNA-Seq (24). Measurements were taken from direct lysates of archived mouse liver sections derived from FFPE blocks. Two to three sections of 15 µm thickness from each sample block were closely trimmed to remove excess paraffin and placed into -20°C storage until shipment overnight on dry ice to BioSpyder for library generation. Lysate purification, library preparation and sequencing were performed at BioSpyder using an established protocol (30). After passing quality control checks for total mapped reads in positive control samples (>1.5M mapped reads, we observed 4.6M reads), signal-to-noise ratio of the number of mapped reads in positive controls versus negative controls (>20:1, we observed 2077:1), and percentage of mapped reads in positive controls (>70%, we observed 95.9%), sequence data were aligned and matched to the probed gene for the assay. Gene count data were provided to EPA for further analysis. TempO-Seq FASTQ files and count data are available from NCBI GEO accession #GSE242665.Additional bioinformatic filtering was carried out to ensure quality of the data, necessitated by the age of the FFPE blocks (20+ years) and degradation of the resultant RNA. First, excessive deviation of gene expression ranking in individual samples from the average was assessed by Spearman rank regression. Any sample that exhibited an R^2^ value of less than 0.7 was excluded from further analysis (10 of 78 samples). 

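Spearman's correlation of each deposited library with the mean log2 CPM over all 78 libraries was recomputed from the count table. Its square was under 0.7 in 11 libraries, and 9 of these were among the 10 that the authors left out. The libraries left out had total counts of at most 658155, while the libraries kept had at least 541245. Control-10, S2-78 and S3-78 kept 4 of 6 libraries each, S3-57 kept 5, Direct-78 kept 3, and the other groups kept all 6. Among the kept libraries, mouse 75 of Control-32 (0.628) and mouse 66 of Direct-78 (0.641) lay under 0.7 when computed this way.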

A minimum *n* of 3 was required to keep a sample timepoint, although the majority of timepoints ranged from 4 to 6. Second, after median ratio normalization, genes with very low expression were eliminated from further analysis (those <3.4 (20%) geometric mean counts across all samples) as the final filter. 

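The normalized table holds the 68 kept libraries and all 2755 genes of the panel. Each of its values equalled the raw count plus 1 divided by a single factor per library, with a largest relative spread of 6.38e-05 within a library. The filtered table holds 2205 of these genes (80.0%) with the same values. Over the 68 libraries, the lowest geometric mean of a gene that was kept was 3.20 and the highest of a gene that was removed was 3.95, so a single limit on this mean does not separate the kept genes from the removed ones.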

Using these filtered samples and normalized genes, we determined differentially expressed genes from age-matched controls using DESeq2 (significance based on FDR ≤0.05) in Partek Flow software environment (Build 10.0.22.0524). A minimum fold change of greater than +/- 1.5 was set as an additional cut-off. Uniform Manifold Approximation and Projection (UMAP) was utilized as a general non-linear dimension reduction to visualize the first 15 components of Principal Components Analysis (PCA) for filtered, normalized count data before DEG determination, thereby capturing 99% of the variation of the filtered S1500+ gene expression data.

Further gene pathway analyses sets were carried out using Ingenuity Pathways Analysis (IPA) (QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis). Some visualizations were generated using R packages Plotly for bubble chart generation (v.4.10.1 https://github.com/plotly/plotly.R), VennDetail for Venn and UpSet plot generation (v 4.3 https://github.com/guokai8/VennDetail), and shinyCircos for Circos plot generation (v 3.3.3, https://github.com/venyao/shinyCircos).

## Results

### Gene expression overview

We determined differentially expressed genes (DEGs) of the treatment groups for all time points compared to the age-matched Controls Group (**Figure 2**; **Supplementary Data 1**). 

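Liver sections of male B6C3F1 mice, archived as formalin-fixed paraffin blocks, had been measured with TempO-Seq, an assay in which pairs of probes are joined on a target transcript and then sequenced, so that each count belongs to the probed gene. Mice had drunk water with 3.5 g/L DCA for 10 weeks (S1), 32 weeks (S2), 57 weeks (S3) or 78 weeks (Direct), and livers were collected at the week given after the group's name. The authors deposited raw counts of 78 libraries, 1 per mouse, and a table of 68 libraries normalized by median ratios. The raw counts of these 68 libraries and of the 2205 genes in the filtered table were analysed here. Total counts ranged from 541245 to 4285848 per library, with a median of 2162678. The controls had 1233543 to 2206672 counts at 10 weeks (median 1930473.5, n = 4), 721372 to 2731045 at 32 weeks (median 1987260, n = 6), 2223516 to 4153377 at 57 weeks (median 2875739.5, n = 6) and 2098777 to 4285848 at 78 weeks (median 3505219.5, n = 6). S1 had 1441966 to 2290453 counts at 10 weeks (median 1965692, n = 6), 2979117 to 3914572 at 32 weeks (median 3285609, n = 6), 919268 to 3032863 at 57 weeks (median 2659690, n = 6) and 1665464 to 3301147 at 78 weeks (median 2684483.5, n = 6). S2 had 1484484 to 3049702 counts at 32 weeks (median 2426390.5, n = 6) and 1187668 to 2475996 at 78 weeks (median 1390514.5, n = 4). S3 had 1123317 to 2030701 counts at 57 weeks (median 1584078, n = 5) and 1154431 to 1936370 at 78 weeks (median 1359655.5, n = 4). Direct-78 had 541245 to 699825 counts (median 671116, n = 3). In S1-32, S3-57, S3-78 and Direct-78 the totals did not overlap those of the age-matched controls, so depth and treatment are confounded in these groups. All 13 groups were fitted together with edgeR's quasi-likelihood model and TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method within each contrast. As in the paper, a gene was called a DEG at an adjusted p of 0.05 or less and a fold change beyond 1.5. Expression is given below as CPM, counts scaled by the library total after TMM normalization. Sequencing counts lack molecular identifiers, so limits derived from counts cover counting error only.

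**Figure D1:**
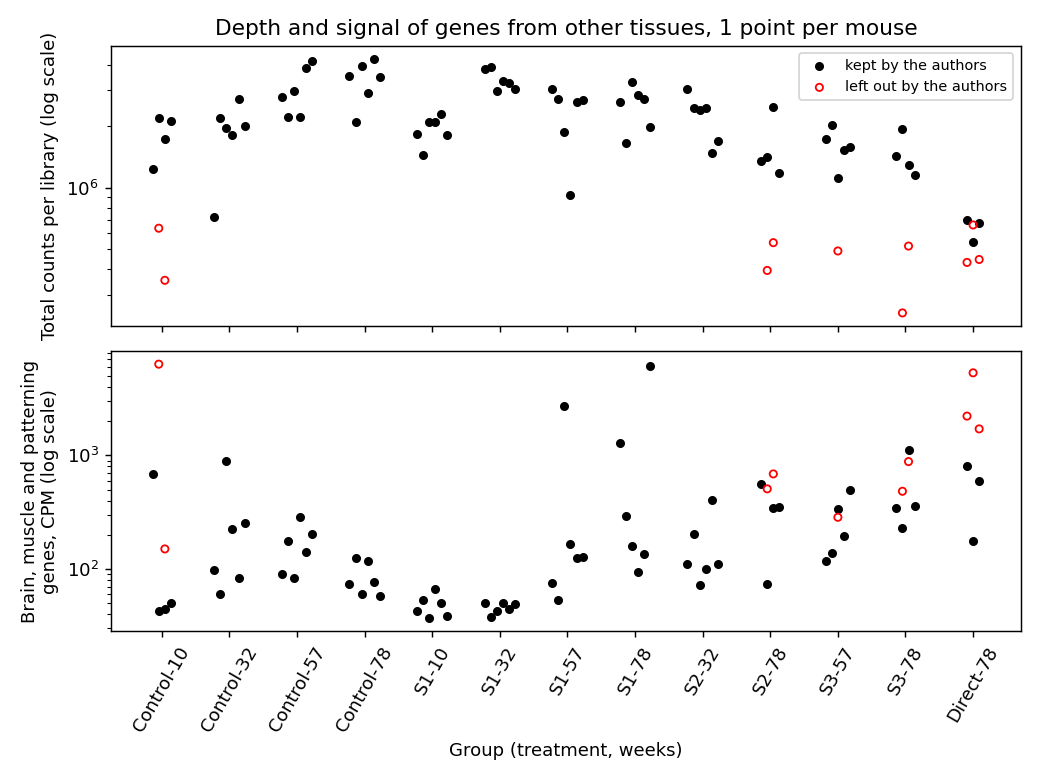
Total counts per library (upper panel) and summed CPM of 52 genes of brain, muscle and embryonic patterning (lower panel), both on log axes, with 1 point per mouse and open red circles for libraries left out by the authors. The 3 kept libraries of Direct-78 have the lowest totals of any group, and mouse 36 of S1-78 has the highest value of the lower panel among kept libraries (6144 CPM).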

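Against age-matched controls, 121 genes were DEGs in S1-10, which was collected at the end of exposure, 24 of them higher and 97 lower. S1-57 had 35 DEGs (8 higher, 27 lower) 47 weeks after exposure and S1-78 had 40 (22 higher, 18 lower) 68 weeks after it. In S2, the count was 235 (76 higher, 159 lower) at the end of exposure and 36 (18 higher, 18 lower) 46 weeks later. S3-57 had 141 DEGs (63 higher, 78 lower). These counts depended on single libraries. Without mouse 68 of Control-10 no gene was a DEG in S1-10, with 204 genes at an unadjusted p under 0.05, and 5 of the 10 fits that left out 1 library moved that count by more than 1.5 times. The S1-57 count fell to 6 without mouse 82 of Control-57, and S1-78 had 20 DEGs without mouse 36 and 75 without mouse 32. For S2-32 the count was 121 without mouse 75 of Control-32 and 502 without mouse 74. S2-78 had 22 DEGs without mouse 90 of Control-78, and S3-57 had 55 without mouse 51. When only the compared groups were fitted, S1-57 had 2 DEGs (283 genes at an unadjusted p under 0.05), S1-78 had 0 (338) and S2-78 had 0 (258). DESeq2, which the paper used, gave more DEGs on the same libraries. Without independent filtering it called 242 in S1-10, 71 in S1-57 and 96 in S1-78. It called 394 in S2-32, 105 in S2-78 and 214 in S3-57. With DESeq2's median-ratio factors (RLE) or upper-quartile factors in place of TMM, the split in higher and lower DEGs was 11 to 17 or 13 to 15 in S1-57, 31 to 12 or 29 to 11 in S2-78, and 90 to 67 or 86 to 73 in S3-57.

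**Figure D2:**
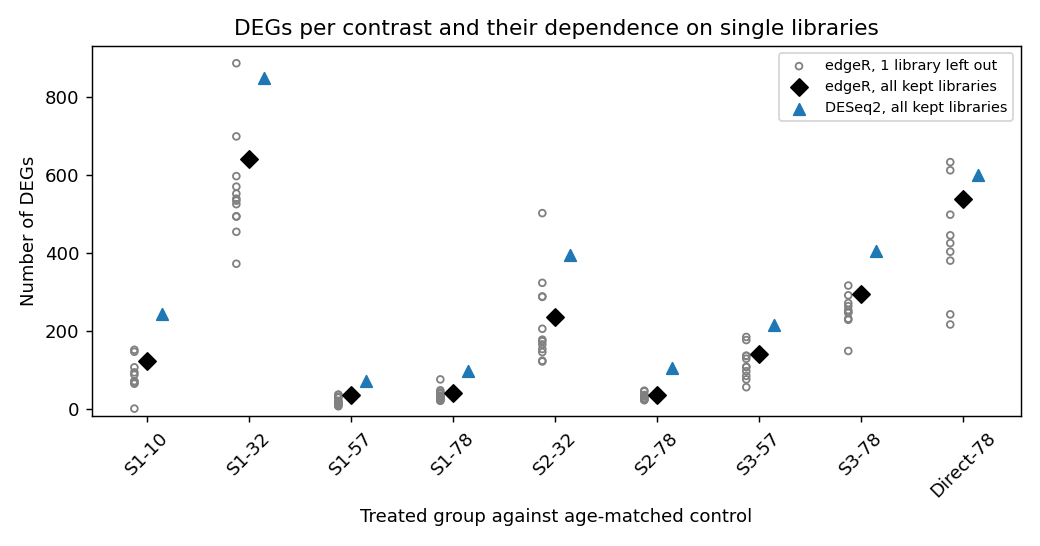
Number of DEGs of each treated group against its age-matched control with edgeR on all kept libraries (black diamonds), with DESeq2 on the same libraries (blue triangles) and with edgeR after leaving out 1 library at a time (grey circles). The S1-10 count reaches 0 in 1 of its 10 circles, and DESeq2 lies above edgeR in each group.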

In general, the number of DEGs were greater the closer the measurement was to the DCA exposure window and then declined after DCA exposure was stopped regardless of the initial dosage duration. Groups with longer DCA exposures (S3 and Direct) had significantly more DEGs at 78-weeks compared to the shorter exposure durations (S1 and S2). This was similar to what was observed with select gene expression following DCA removal in our earlier study (23). 

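At 78 weeks, S3-78 had 294 DEGs (129 higher, 165 lower) and Direct-78 had 539 (126 higher, 413 lower), with 626 and 852 genes at an unadjusted p under 0.05. A difference in the number of DEGs is not itself a test, so Direct-78 was also compared with S1-78, which gave 540 DEGs (118 higher, 422 lower), but 45 with only the compared groups in the fit, 113 with the number of detected genes as a covariate and 9 with log2 total count as a covariate. The median log2 fold change over all genes was -0.33 in Direct-78 with TMM normalization, 0.07 with RLE factors and 0.12 with upper-quartile factors, and the split into higher and lower DEGs moved with it to 221 and 256 or 233 and 236. For S3-78 the splits were 170 to 135 with RLE factors and 187 to 116 with upper-quartile factors, and for Direct-78 against S1-78 they were 217 to 303 and 230 to 295. Without mouse 64, Direct-78 had 216 DEGs. The count for Direct-78 against S1-78 was 232 without mouse 66. With log2 total count as a covariate, 11 genes were DEGs in Direct-78.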

We also observed a “peak” in DEGs for the timepoints measured following DCA removal for the S1 and S3 groups 22 and 21 weeks after exposure cessation, respectively. 

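S1-32, collected 22 weeks after exposure ended, had 642 DEGs, 262 higher and 380 lower. The count was 372 without mouse 75 of Control-32 and 887 without mouse 74, and 36 with log2 total count as a covariate. With upper-quartile factors 194 genes were higher and 518 lower. S3-78, collected 21 weeks after exposure ended, had 148 DEGs without mouse 55 and 316 without mouse 86 of Control-78. It was 117 with the same covariate.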

Archived samples were not available for S2-57 weeks group to confirm a similar peak in DEGs as that observed for the S1 and S3 groups. The majority of the DEGs were specific to the direct DCA exposure period, mouse age, and time after exposure. 

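Over the 9 contrasts, 1259 genes were a DEG at least once. Of these, 701 (55.7%) were a DEG in a single contrast, 368 (29.2%) in 2, 134 (10.6%) in 3 and 42 (3.34%) in 4. With edgeR, the gene called in most contrasts was Dpm1, which was chosen after its values were seen and was a DEG in 7. Its log2 fold changes among them ran from -2.52 in S3-57 to -1.63 in S1-78. The contrasts in which DPM1 was not called were S1-10, at 0.41, and S2-78, at -1.49 (adjusted p = 0.0535 from edgeR). With DESeq2, ALDH2, CTNND1, DPM1, SDPR and SMC3 were each a DEG in 7 contrasts, the most of any gene.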

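Cavin2, listed in the files as SDPR (ENSMUSG00000045954, chromosome 1 from 51289126 to 51302960 of GRCm38 in GENCODE vM21), was higher than in age-matched controls in 8 of the 9 treated groups and lower in S1-10. Its mean in S3-78 was 137 ± 46.5 (SD, n = 4) CPM against 38.2 ± 10.1 (SD, n = 6) in Control-78, a log2 fold change of 1.84 (standard error 0.34, adjusted p = 0.000299). In S1-78 it was 111 ± 33.7 (SD, n = 6) CPM, a log2 fold change of 1.53 (standard error 0.31, adjusted p = 0.00275). S1-32 and Direct-78 also passed both thresholds, with log2 fold changes of 0.79 (adjusted p = 0.0462) and 1.07 (adjusted p = 0.0288). The adjusted p was 0.0606 in S1-57, 0.0635 in S2-32, 0.0599 in S2-78 and 0.0706 in S3-57, where SDPR was therefore not a DEG. In S1-10 its mean was 77.0 ± 16.9 (SD, n = 6) CPM against 144 ± 56.0 (SD, n = 4) in Control-10, a log2 fold change of -0.91 (standard error 0.34, adjusted p = 0.0986). SDPR lost its S1-32 call in 11 of 12 fits without 1 library, and its largest adjusted p was 0.123, at 0.65, without mouse 76 of Control-32. SDPR lost its Direct-78 call in 1 of 9 fits without 1 library, and its largest adjusted p was 0.217, at 0.76, without mouse 64 of Direct-78. The change in S1-10 stayed negative in all 10 such fits, from -1.09 to -0.68. The difference between the S1-10 and Direct-78 changes was -1.98 (standard error 0.50, adjusted p = 0.00232 from edgeR) on the log2 scale. DESeq2 moved the calls most: without independent filtering the adjusted p of S1-10 was 0.0383. Over the settings run for named genes it ranged from there to 0.434. At an unadjusted p under 0.05, 3 genes passed in all 9 groups: SDPR, C9 and VTN, the last of which was chosen after its values were seen.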

Only one gene, *Cavin2* (*Sdpr*), was differentially expressed in all timepoints. 

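Irs1 (listed as IRS1; ENSMUSG00000055980, chromosome 1 from 82233101 to 82291416) was lower than in controls in 9 of 9 groups, with log2 fold changes from -1.69 to -0.55. It was a DEG in 4, namely S1-32 (adjusted p = 0.0293), S1-78 (0.00625), S2-32 (0.00214) and S3-78 (0.0261). IRS1 lost its S1-32 call in 3 of 12 fits without 1 library, and its largest adjusted p was 0.0773, at -0.83, without mouse 78 of Control-32. IRS1 lost its S3-78 call in 4 of 10 fits without 1 library, and its largest adjusted p was 0.128, at -1.01, without mouse 55 of S3-78. In S1-78 it had 45.9 ± 12.7 (SD, n = 6) CPM against 129 ± 45.1 (SD, n = 6) in Control-78. Ctnnd1 (listed as CTNND1; ENSMUSG00000034101, chromosome 2 from 84600071 to 84650765) was lower in S1-10 and S1-32 and higher in the 7 other groups. Its log2 fold change was -1.52 (standard error 0.42, adjusted p = 0.0240) in S1-10, with 1136 ± 222 (SD, n = 6) CPM against 3262 ± 2405 (SD, n = 4) in Control-10, and 2.41 (standard error 0.42, adjusted p = 0.000219) in S3-78, with 6030.2 ± 1167 (SD, n = 4) CPM against 1132 ± 201 (SD, n = 6). S3-57 and Direct-78 reached 1.78 (adjusted p = 0.00361) and 1.70 (adjusted p = 0.00567). CTNND1 lost its S1-10 call in 2 of 10 fits without 1 library, and its largest adjusted p was 0.519, at -0.88, without mouse 68 of Control-10. CTNND1 lost its S3-57 call in 1 of 11 fits without 1 library, and its largest adjusted p was 0.0598, at 1.29, without mouse 51 of S3-57. The S1-10 and Direct-78 changes of CTNND1 differed by -3.22 (standard error 0.61, adjusted p = 0.000115 from edgeR), and those of S1-32 and S3-78 by -2.76 (standard error 0.56, adjusted p = 0.00105 from edgeR). Ebp (listed as EBP; ENSMUSG00000031168, chromosome X from 8185329 to 8193512) was lower in 8 of 9 groups and passed in 6, with the largest fall in S3-78, -3.40 (standard error 0.65, adjusted p = 0.000381), where it had 25.1 ± 15.7 (SD, n = 4) CPM against 266 ± 161 (SD, n = 6). EBP lost its S1-78 call in 9 of 12 fits without 1 library, and its largest adjusted p was 0.140, at -1.53, without mouse 86 of Control-78. EBP lost its Direct-78 call in 4 of 9 fits without 1 library, and its largest adjusted p was 0.140, at -1.70, without mouse 66 of Direct-78. In S1-10 the change in EBP was 0.039 (standard error 0.56, adjusted p = 0.974), and it reversed to -0.02 with RLE factors.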

Some DEGS, such as *Irs1*, *Ctnnd1* and *Ebp* have the same expression trend over all timepoints but failed significance (FDR-corrected *p*-value <0.05) in some treatment groups. Others are altered in only specific treatment subgroups, such as *Col1a1*, *Col4a1* and *Cebpb* in S1 and S2 samples.

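Col1a1 (listed as COL1A1; ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042) was higher in S1-78, at 354 ± 331 (SD, n = 6) CPM against 24.5 ± 13.1 (SD, n = 6), a log2 fold change of 3.83 (standard error 0.62, adjusted p = 0.000116). In S2-32 it had 326 ± 159 (SD, n = 6) CPM against 49.2 ± 31.3 (SD, n = 6) (log2 fold change 2.72, adjusted p = 0.00335 from edgeR), and in S2-78 279.5 ± 221 (SD, n = 4) CPM (log2 fold change 3.50, adjusted p = 0.000682 from edgeR). S3-78 and Direct-78 did not pass, with log2 fold changes of 1.55 (adjusted p = 0.0827) and 1.08 (adjusted p = 0.231). Col4a1 (listed as COL4A1; ENSMUSG00000031502, chromosome 8 from 11198423 to 11312826) was not a DEG in any of the 9 groups, and its unadjusted p in S1-78, S2-32 and S2-78 was 0.00965, 0.0334 and 0.00536. The largest rise in COL4A1 was in S2-78, 1.95 (standard error 0.67, adjusted p = 0.120), from 10.6 ± 5.94 (SD, n = 6) to 41.7 ± 24.6 (SD, n = 4) CPM. Cebpb (listed as CEBPB; ENSMUSG00000056501, chromosome 2 from 167688915 to 167690418) was lower in S1-10, at 3581 ± 1346 (SD, n = 6) CPM against 14417 ± 11949.8 (SD, n = 4) (log2 fold change -2.01, adjusted p = 0.0170 from edgeR), and in S1-32, at 3529.5 ± 1248 (SD, n = 6) CPM against 12692 ± 5053 (SD, n = 6) (log2 fold change -1.85, adjusted p = 0.00423 from edgeR). CEBPB lost its S1-10 call in 1 of 10 fits without 1 library, and its largest adjusted p was 0.376, at -1.33, without mouse 68 of Control-10. In S2-32 and S1-78 the falls of CEBPB were not past the threshold, at -1.28 (adjusted p = 0.0666) and -1.42 (adjusted p = 0.100). The S1-10 and Direct-78 changes of CEBPB differed by -2.34 (standard error 0.75, adjusted p = 0.0139 from edgeR), and those of S1-32 and S3-78 by -2.11 (standard error 0.69, adjusted p = 0.0170 from edgeR).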

**Figure 2:**
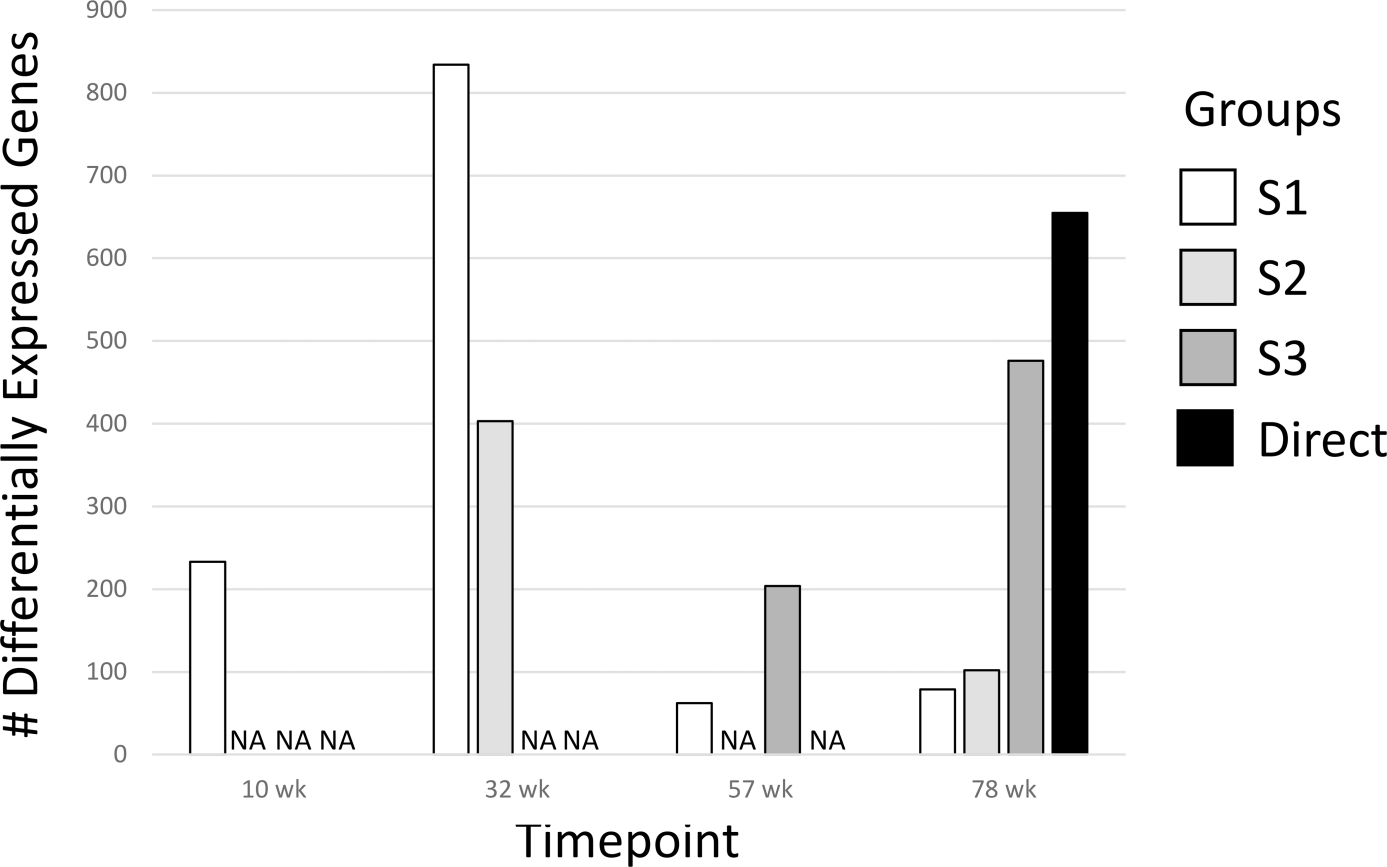
Differentially Expressed Genes (DEGs) for all groups. The 1500+ TempO-seq gene expression assay was used to determine differentially expressed genes compared to time-matched controls. DEGs were determined from 3-6 mice using a False Discovery Rate (FDR)-adjusted p-value of ≤0.05. All experimental groups were represented (see **Figure 1**), with the exception of S2-57 weeks, where samples were missing from the archive (NA, not available).

Ingenuity Pathway Analysis (IPA) was utilized to examine gene pathway enrichment for DEGs of the different treatment groups (**Supplementary Data 2**). In S1 and S2, early acute phase and inflammatory pathway signaling were upregulated initially, while many pathways linked to oxidative stress and known DCA effects were predicted to be downregulated (*sirtuin signaling, Hif1a signaling, unfolded protein response, oxidative phosphorylation*). 

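The pathways of Ingenuity Pathway Analysis were not used here, so lists of genes were tested with limma's camera. They were written from general knowledge before the deposited values were seen, but after reading the paper and its Supplementary Data 1, which holds fold changes of these data. The tests were run at a preset correlation of 0.01 between genes. Genes past the threshold when adjusted over the list alone had an adjusted p of 0.05 or less. They are counted in either direction and without the fold threshold, so some may run against the list. Over 26 lists and 9 contrasts, 61 of 234 tests passed an adjusted p of 0.05. When libraries were regrouped at random within each age, the other splits had a median of 34 passing tests. At least 61 passed in 4 of 100 splits, the real one included. Many of the calls are therefore expected without a treatment effect. Of these 61, 38 also passed with fry, and with the correlation estimated from the data 0 passed, with 16 of the 234 at an unadjusted p under 0.05. Acute phase genes were higher in S1-10 (adjusted p = 3.16e-06, 15 of 16 genes higher, 8 past the threshold when adjusted over the list alone) and higher in S1-32 (adjusted p = 0.000257, 15 of 16 genes higher, 12 past the threshold when adjusted over the list alone), but did not pass in S2-32 (adjusted p = 0.941). Complement genes were higher in S1-10 (adjusted p = 4.15e-05, 13 of 14 genes higher) and higher in S1-32 (adjusted p = 0.0106, 11 of 14 genes higher). Oxidative phosphorylation genes were lower in S1-32 (adjusted p = 0.00895, 13 of 21 genes lower, 14 past the threshold when adjusted over the list alone) and did not pass in S1-10 (adjusted p = 0.564) or S2-32 (0.519). Genes of the unfolded protein response were higher in S1-10 (adjusted p = 0.00895, 14 of 18 genes higher, 4 past the threshold when adjusted over the list alone, passing in 9 of 10 fits without 1 library, highest 0.0515 without mouse 68) and did not pass in S1-32 (0.907) or S2-32 (0.708). The 9 HIF1A targets did not pass in S1-32 (adjusted p = 0.376) or S2-32 (0.346). No list for sirtuin signaling was written.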

At 78 weeks, enriched gene pathways were linked to long term cellular damage (*apelin liver signaling, wound healing signaling, intrinsic prothrombin activation, and GP6 signaling*), despite the relatively short exposure periods as compared to S3 and Direct groups. 

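Collagen genes were higher in S1-78 (adjusted p = 3.89e-07, 11 of 11 genes higher, 6 past the threshold when adjusted over the list alone) and higher in S2-78 (adjusted p = 1.07e-05, 10 of 11 genes higher, 5 past the threshold when adjusted over the list alone). Their median log2 fold change, relative to that of all genes, was 1.35 in S1-78 and 1.32 in S2-78. They did not pass in S3-78 (adjusted p = 0.666) or Direct-78 (0.666). Markers of stellate cells and fibroblasts, 3 of which are also collagens, were higher in S1-78 (adjusted p = 3.16e-06, 6 of 6 genes higher) and higher in S2-78 (adjusted p = 0.00224, 5 of 6 genes higher). Coagulation genes were lower in S2-78 (adjusted p = 0.00665, 11 of 12 genes lower, 3 past the threshold when adjusted over the list alone) and did not pass in S1-78 (adjusted p = 0.944). Acute phase genes were lower in S1-78 (adjusted p = 0.00864, 14 of 16 genes lower, passing in 9 of 12 fits without 1 library, highest 0.0646 without mouse 90) and lower in S2-78 (adjusted p = 0.000346, 16 of 16 genes lower). No list for apelin signaling was written.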

Enriched pathways differed for the S3 and Direct groups. Almost all significant pathways in the Direct group were predicted to be downregulated (*cholesterol biosynthesis, unfolded protein response, TGF-β signaling*). 

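In Direct-78, cholesterol biosynthesis genes were lower (adjusted p = 0.00410, 16 of 16 genes lower, 12 past the threshold when adjusted over the list alone), with a median log2 fold change of -1.14 relative to all genes. Genes of the unfolded protein response were lower in Direct-78 (adjusted p = 0.00649, 16 of 18 genes lower, 12 past the threshold when adjusted over the list alone), with a median of -1.12. Smad3 (listed as SMAD3; ENSMUSG00000032402, chromosome 9 from 63646767 to 63757994), a mediator of TGF-β signaling, had no count in any of the 3 libraries of Direct-78 and 22.4 ± 11.4 (SD, n = 6) CPM in Control-78, at least 6.08-fold lower at the floor of 3 counts (adjusted p = 5.27e-05 from edgeR). Of the other lists, complement (adjusted p = 0.00993), coagulation (0.00628) and acute phase genes (0.0110, passing in 8 of 9 fits without 1 library, highest 0.0820 without mouse 65) were lower. Proliferation genes were higher in Direct-78 (adjusted p = 0.00674, 16 of 22 genes higher, passing in 8 of 9 fits without 1 library, highest 0.117 without mouse 64), and so were female-biased genes (adjusted p = 0.00762, passing in 8 of 9 fits without 1 library, highest 0.0616 without mouse 65). The proliferation list was also higher in S1-78 (adjusted p = 0.000497, 21 of 22 genes higher) and higher in S2-78 (adjusted p = 2.7e-05, 20 of 22 genes higher), and lower in S1-10 (adjusted p = 0.000257, 21 of 22 genes lower).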

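Genes of xenobiotic metabolism were lower in S3-78 (adjusted p = 0.0110, 19 of 29 genes lower, 14 past the threshold when adjusted over the list alone, passing in 9 of 10 fits without 1 library, highest 0.327 without mouse 59) and lower in S3-57 (adjusted p = 0.0144, 19 of 29 genes lower, passing in 10 of 11 fits without 1 library, highest 0.104 without mouse 54). The 9 HIF1A targets did not pass in S3-78 (adjusted p = 0.589), where 7 were higher and 2 lower. Oxidative phosphorylation genes were lower in S3-78 (adjusted p = 0.00241, 17 of 21 genes lower), and unfolded protein response genes were lower in S3-78 (adjusted p = 0.0107, 13 of 18 genes lower). Targets of β-catenin were not tested, because no list for them was written.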

The S3 group contained multiple pathway alterations by 78 weeks, many of which were linked to predicted reduction in xenobiotic metabolism and enhanced signaling of crucial developmental and regeneration liver factors such as β-catenin and HIF1α. *NRF2 mediated oxidative stress response* was significantly down regulated in both S3 and Direct groups by 78 weeks. 

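The 27 NRF2 targets on the panel that were tested were lower in S3-78 (adjusted p = 0.0356, 18 of 27 genes lower, 11 past the threshold when adjusted over the list alone, passing in 7 of 10 fits without 1 library, highest 0.0946 without mouse 59). In Direct-78 the same genes did not pass (adjusted p = 0.956), with 13 higher and 14 lower, and 14 past the threshold when adjusted over the list alone. The difference between the 2 groups was not tested.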

Of note, the activity of the lipid homeostasis regulator PPARα was predicted to be downregulated with early DCA exposure (S1-10) and up-regulated with later persistent DCA exposure (Direct group at 78 weeks; **Supplementary Figure S1**).

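The 18 PPARA targets on the panel did not pass as a list in S1-10 (adjusted p = 0.170), where 6 were higher and 12 lower, nor in Direct-78 (adjusted p = 0.666), where 7 were higher and 11 lower. Without mouse 68 of Control-10 they were lower in S1-10 with an adjusted p of 0.00913. They were higher in S2-32 (adjusted p = 0.0130, 17 of 18 genes higher, passing in 11 of 12 fits without 1 library, highest 0.0562 without mouse 42). The transcript of Ppara itself (listed as PPARA; ENSMUSG00000022383, chromosome 15 from 85734983 to 85802819) was at 401 ± 46.6 (SD, n = 6) CPM in S1-10 against 467 ± 76.8 (SD, n = 4), a log2 fold change of -0.22 (standard error 0.37, adjusted p = 0.767), and at 625 ± 351 (SD, n = 3) CPM in Direct-78 against 561 ± 411 (SD, n = 6), 0.16 (standard error 0.41, adjusted p = 0.795). Among its targets, Cyp4a14 (listed as CYP4A14) rose in Direct-78, to 1212 ± 1551 (SD, n = 3) CPM from 9.94 ± 21.7 (SD, n = 6) (log2 fold change 7.10, adjusted p = 0.00910 from edgeR). Without mouse 65 of Direct-78 the change of CYP4A14 was 5.29 (adjusted p = 0.0384 from edgeR).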

### DNA methylation alterations overview

Annotation and characterization of differentially methylated regions (DMRs) are summarized in **Supplementary Data 3**. There were considerably more DMRs in the Direct group (DDMR; 3814 regions) compared to the Stop group (SDMR; 662 regions), likely attributed to diminishing effects of DCA with time away from exposure. This distinction was evident for all chromosomes (**Figure 3A**; **Supplementary Figure 2**). DMRs were mapped to predicted regulatory regions and CpG features in the mouse genome (**Figure 3B**). Although the overall numbers of DMRs were reduced in the Stop group samples, the percentage linked to promoters and CpG islands were roughly twice that of the DDMRs. Strikingly, the DDMRs are predominately hypomethylated (78.5% overall), while the SDMRs are predominantly hypermethylated (71.5% overall). Genes were linked to DMRs based on nearest transcriptional start site (TSS). With this characterization, 35% percent of the SDMR-linked genes intersected with those linked to DDMRs (**Supplementary Data 3**). Many members of major gene families that are dysregulated in liver disease (e.g., cancer) were linked to altered DNA methylation patterns in the DDMR group (**Table 1**) and partially in the SMDR group (bolded genes).

**Figure 3:**
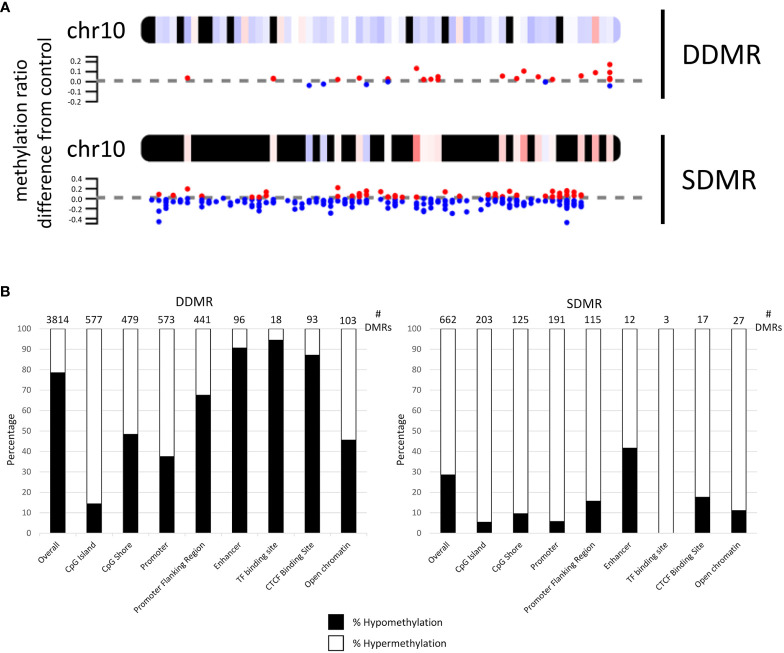
Mapping of differentially methylated regions for Direct (DDMR) and Stop (SDMR) 78-week measures. **(A)** Representative mapping DMRs for Chromosome 10. Red and blue dots represent hyper- and hypomethylated regions, respectively, as defined by calculations provided in *Methods*. Averaged intervals of hyper- or hypomethylation are represented by a gradient scale of red-to-blue, respectively, on the chromosome map. *Y-axis* represents the ratio of methylation differentiation compared to control. All chromosomal maps can be seen in **Supplementary Figure 2**. **(B)** DMR intersection with identified CpG and regulatory features in the mouse genome. Bar graphs represent the percentage of hyper- and hypo-methylated regions in different CpG and regulatory regions that are identified by Ensembl Regulatory Build (release 90; http://useast.ensembl.org/info/genome/funcgen/process/humanandmouse/annotation.html).

**Table 1:** Overview of major gene family differences in the DDMR as compared to controls.

Gene family function	Associated genes*
Extracellular Matrix Function and Regulation	*Adam*, ***Adamts*** *, Cdh*, ***Col***, ***Fgf*** *, Fndc, Sgcb*
Development, Metabolism and Cellular Regulation	***Adcy*** *, Ankrd*, ***Ccdc*** *, Cdk*, ***Dnah***, ***Fam***, ***Fbxl*** *, Fbxo*, ***Hox*** *, Klhl*, ***Lrrc***, ***Mrps***, ***Prr***, ***Rpl***, ***Sema***, ***Trim***, ***Usp***, ***Wnt***, ***Zdhhc***
GCPR and Rho GTPase Cell Signaling Activity	*Adgrl*, ***Arhgap*** *, Arhgef, Dock*, ***Gpr***, ***Rab***, ***Rgs***
Transmembrane Signaling and Transport	***Atp*** *, Cacna*, ***Epha*** *, Galnt, Kcna, Kctd*, ***Kif***, ***Pcdh***, ***Rnf*** *, Robo*, ***Slc*** *, Slitrk*, ***Syt***, ***Tmem***
Gene Regulation	*Ddx*, ***Fox***, ***Parp***, ***Prdm*** *, Snord, Wdr*, ***Zfp***, ***Zscan***

* Bolded genes are also associated in the SDMR.

Related, gene pathway analysis using IPA indicated 101 significant pathways were enriched with DDMR-linked genes, while only 15 were enriched with genes linked to SDMR (**Supplementary Data 4**). Eight of the 15 SDMR-linked gene pathways (53%) intersected with DDMR-linked pathways (**Figure 4**). These intersecting pathways are involved with regulation of cellular physiology and metabolism, such as G-protein coupled receptor and S100 family signaling pathways. Interestingly, we observed enrichment of the neurotransmitter-linked signaling pathways, GABAergic receptor and glutaminergic receptor signaling pathways.

**Figure 4:**
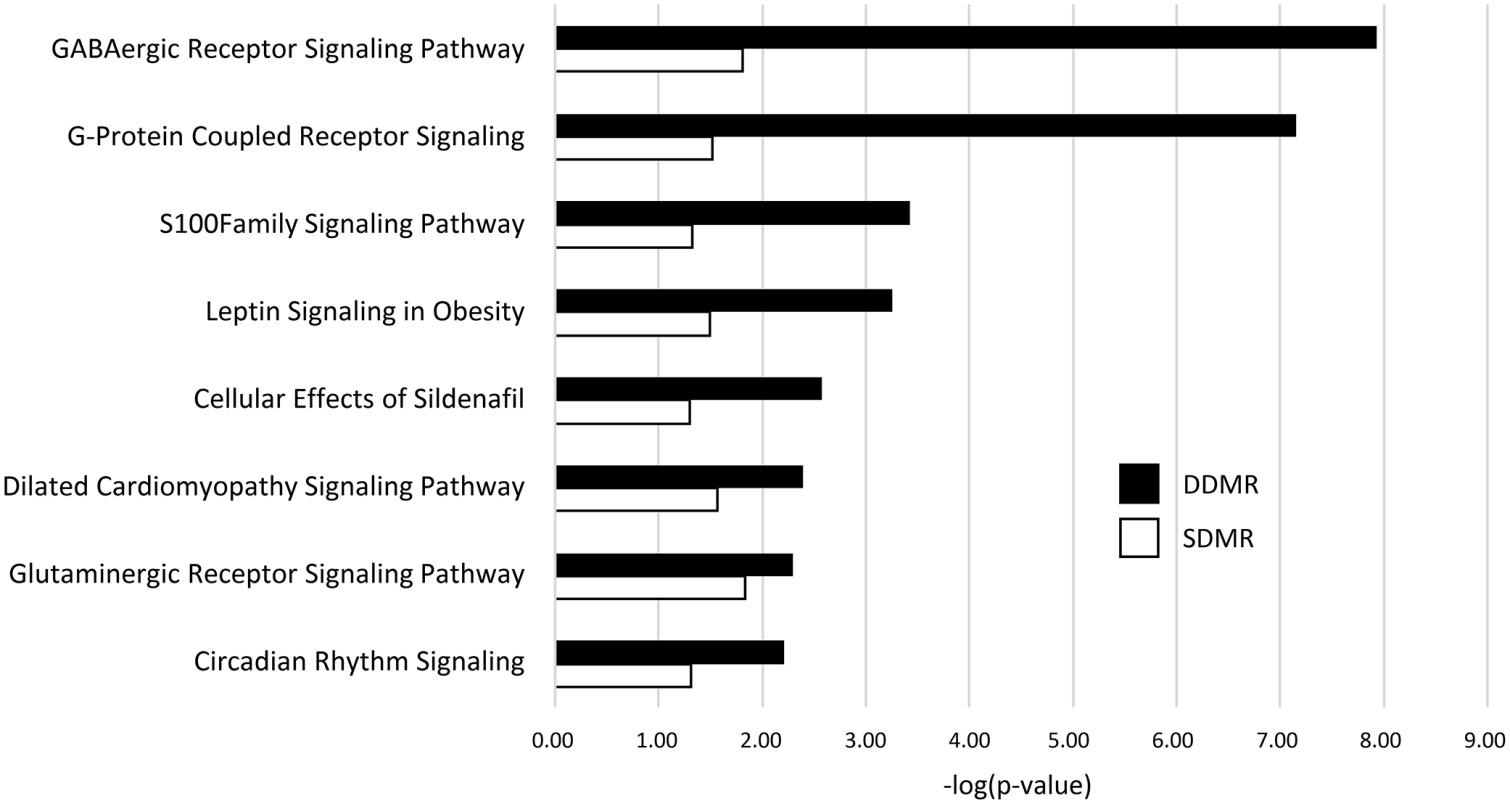
DMR-linked genes enrichment of canonical gene pathways. Genes linked to DMRs in both the Direct (DDMR) and Stop (SDMR) groups by mapping to the nearest Transcriptional Start Site (TSS). All gene pathways that were enriched in both groups are graphed. Enrichment was considered significant if Fisher’s Exact test -log (*p*-value) was greater than 1.3.

### Time course analysis of continuous and persistent effects of DCA exposure

To explore age and treatment interactions for both continuous and previous DCA exposures, we divided the analysis into three subgroups (**Figure 5**). First, we grouped all the timepoints collected while the animal was continuously exposed to DCA (S1-10, S2-32, S3-57, and Direct-78), referred to as the “Continuous Exposure” subgroup. The second subgroup analyzed the persistent effects of DCA after 10 weeks of exposure before stoppage (the S1 group progression: S1-10, S1-32, S1-57, and S1-78), referred to as the “Stop” subgroup. The last subgroup, “78-week”, consisted of all the 78-week timepoints (S1-78, S2-78, S3-78, and Direct-78) and is most representative of the cumulative DCA mediated changes over time for both continuous and persistent effects. DMR-linked genes as part of these subgroup comparisons and a master table of all DEG and DMR-linked gene intersects, including gene pathway associations, are listed in **Supplementary Data 5**.

**Figure 5:**
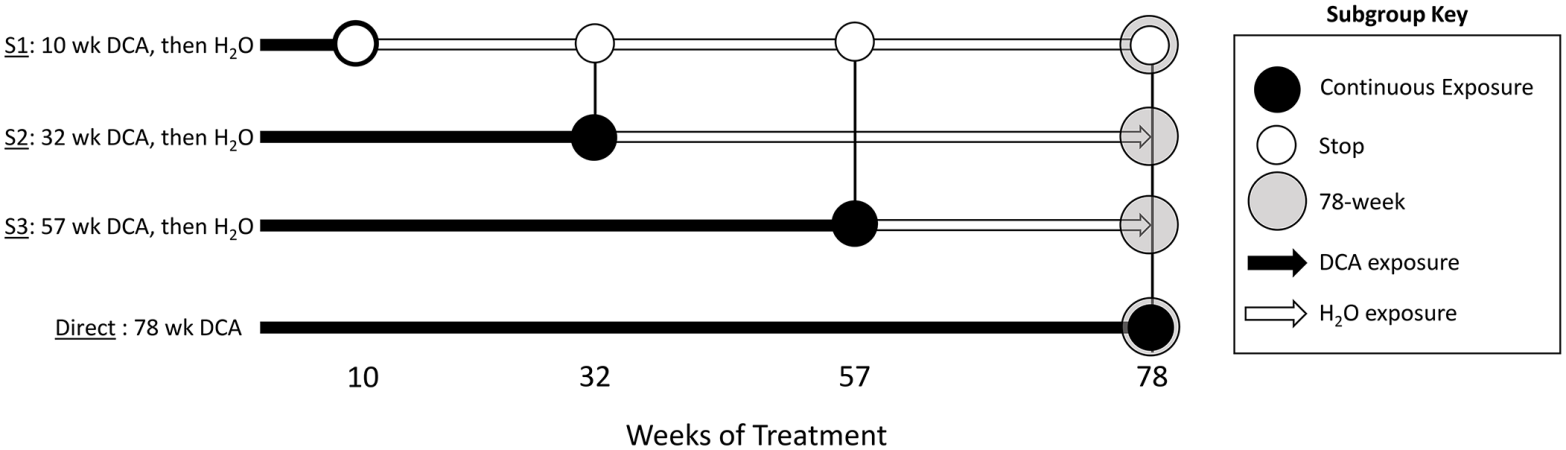
Overview of subgrouping of study timepoints. We defined the “Continuous Exposure” subgroup as samples from mice that were continuously exposed to DCA (S1-10, S2-32, S3-57, and Direct-78; black-filled dots. The “Stop” subgroup consisted of samples collected from mice exposed to 10 weeks of DCA only at all collected timepoints (the S1 group progression: S1-10, S1-32, S1-57, and S1-78; white dots). The “78-week” subgroup consisted of all the samples collected at 78 weeks (S1-78, S2-78, S3-78, and Direct-78; grey-filled dots).

### Continuous exposure subgroup analysis

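Distances between libraries were measured on the first 15 principal components of log2 CPM, which held 76.2% of the variance, since UMAP positions depend on a random start. The centroids of treated group and age-matched control lay 42.5 apart at 10 weeks (S1-10), 47.7 at 32 weeks (S2-32), 31.2 at 57 weeks (S3-57) and 75.3 at 78 weeks (Direct-78). Exact 2-sided permutation tests gave p = 0.00476 for S1-10 (n = 6 and 4), 0.0346 for S2-32, 0.0281 for S3-57 and 0.0119 for Direct-78, the last being the smallest p that 3 against 6 libraries allow. Adjusted over the 9 treated groups, these were 0.0143, 0.0519, 0.0506 and 0.0268. Without 1 library, the unadjusted exact permutation p was over 0.05 in 5 of 12 fits for S2-32 (up to 0.0714) and 5 of 11 for S3-57 (up to 0.0905), and in 0 for S1-10 and Direct-78. Among the controls, the centroids at 10 and 32 weeks were 42.9 apart (exact 2-sided permutation p = 0.200), those at 32 and 57 weeks 27.8 (p = 0.331), those at 57 and 78 weeks 16.8 (p = 0.353) and those at 10 and 78 weeks 37.4 (p = 0.0619). Mouse 68 of Control-10 lay 96.3 from the centroid of the other libraries of its group, which were at most 14.2 from theirs, and without it the S1-10 distance was 31.7 (exact permutation p = 0.0119). With all 78 libraries, the S3-57 distance was 41.7 (exact permutation p = 0.130), the setting that moved these tests most.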

The unique nature of each timepoint for both controls and continuous DCA treatments was demonstrated by UMAP (**Figure 6A**) with the most divergent groups seen early at 10 weeks, both with and without DCA exposure. Approximately half or more DEGs induced by DCA exposure were unique to a particular timepoint (**Figure 6B**). 

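Of the DEGs of the continuous exposure groups, 64 of the 121 in S1-10 (52.9%) were in no other group of the 4, as were 157 in S2-32 (66.8%), 72 in S3-57 (51.1%) and 415 in Direct-78 (77.0%). A gene called in 1 group and not in another was not thereby shown to differ between them.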

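C9, which encodes a complement component (ENSMUSG00000022149, chromosome 15 from 6445327 to 6498751), had 9501 ± 1777 (SD, n = 6) CPM in S1-10 against 2421 ± 1557 (SD, n = 4) in Control-10, a log2 fold change of 1.97 (standard error 0.75, adjusted p = 0.106). It was lower in S2-32, at 5775 ± 7217 (SD, n = 6) CPM against 31879 ± 23468 (SD, n = 6) (log2 fold change -2.46, adjusted p = 0.0115 from edgeR), in S3-57, at 3960.2 ± 2018 (SD, n = 5) CPM against 25563 ± 15444 (SD, n = 6) (log2 fold change -2.69, adjusted p = 0.0129 from edgeR), and in Direct-78, at 3241 ± 1597 (SD, n = 3) CPM against 30487 ± 18087 (SD, n = 6) (log2 fold change -3.23, adjusted p = 0.00861 from edgeR). All 6 libraries of S1-10 lay above all 4 of Control-10. C9 in S1-10 passed with all 78 libraries (adjusted p = 0.0371) and with DESeq2 (0.0354). Over the settings run for named genes its adjusted p ranged up to 0.534. C9 lost its S3-57 call in 1 of 11 fits without 1 library, and its largest adjusted p was 0.0617, at -2.45, without mouse 51 of S3-57. C9 lost its Direct-78 call in 1 of 9 fits without 1 library, and its largest adjusted p was 0.0522, at -3.13, without mouse 64 of Direct-78. SDPR was a DEG in Direct-78 alone of the 4 continuous groups. No gene was a DEG in all 4 groups, while 9 had an unadjusted p under 0.05 in each of them, C9 and SDPR among them. The DEGs common to S1-10, S2-32 and Direct-78 were 4, named after their values were seen: EIF4EBP1, with log2 fold changes of -1.74, -1.27 and 1.43 in that order, FKBP1A (-2.71, -2.10 and 2.20), INSIG1 (1.52, 1.23 and -2.10) and NENF (-2.04, -1.81 and 1.93).

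**Figure D3:**
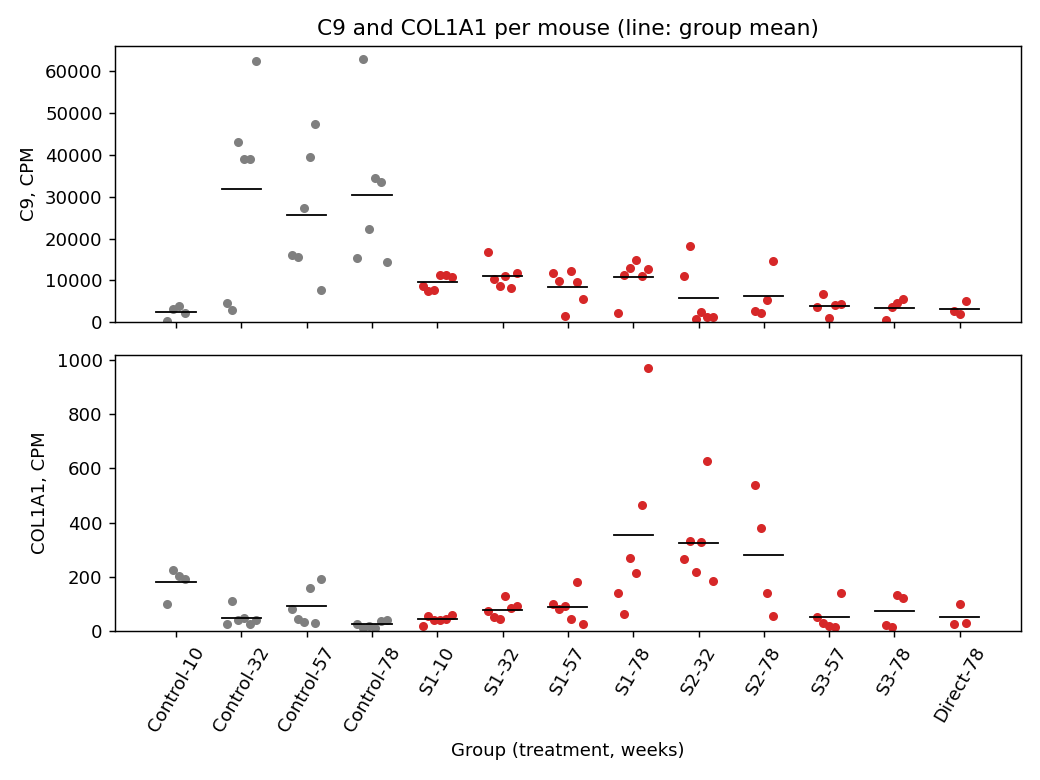
CPM of C9 (upper panel) and COL1A1 (lower panel) in each mouse, with control groups in grey, treated groups in red and a line at each group's mean. The mean of C9 in Control-10 is 2421 CPM, below the means of the older controls.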

Only 2 DEGs were shared across all four timepoints (*C9*, *Sdpr*), which increased to 18 DEGs when comparing timepoints S1-10, S2-32, and 78-week (Direct). DEG intersections between 10-/32- and 78-week (Direct) timepoints were 70 and 80 DEGs, respectively. 

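S1-10 and Direct-78 had 41 DEGs in common, where 29.6 were expected by chance, and S2-32 and Direct-78 had 48, where 57.4 were expected. Without mouse 68 of Control-10 the first number was 0, since no gene was then a DEG in S1-10, while it was 60 without mouse 86 of Control-78. The second was 12 without mouse 64 of Direct-78, 130 without mouse 74 of Control-32 and 0 with log2 total count as a covariate.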

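The DEGs common with Direct-78 made up 33.9% of the S1-10 DEGs and 20.4% of the S2-32 DEGs. S3-57 and Direct-78 had 51 DEGs in common, where 34.5 were expected by chance, 36.2% of the S3-57 DEGs, and 49 of these changed in the same direction. That number was 23 without mouse 51 of S3-57 and 63 without mouse 65 of Direct-78.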

When comparing shared DEGs between the Direct group and S1-10, S2-32, or S3-57, the percentages were 48%, 43%, or 45%, respectively, demonstrating some degree of commonality between earlier and later DCA exposure related effects. Strikingly, most of the DEGs shared between S1-10 and 78-week (Direct) timepoints demonstrated opposite expression patterns suggesting an important age interaction with continuous DCA exposure. This “flip” in directionality is also demonstrated at a gene pathway level, where S1-10 pathways are primarily activated, and 78-week (Direct) pathways repressed within or across pathway categories (**Figure 6C**). 

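All 41 DEGs common to S1-10 and Direct-78 changed in opposite directions, and in the 18 fits that each left out 1 library and kept common DEGs the share was 96.4% to 100%. Over all 2205 genes, the log2 fold changes of S1-10 and Direct-78 had a Pearson's correlation of -0.44, taken across genes, which are not independent replicates, and of -0.17 without mouse 68 of Control-10. The difference between the 2 changes was itself tested, and 745 genes passed an adjusted p of 0.05, against 452 without mouse 68. With log2 total count as a covariate 11 genes passed, with 294 at an unadjusted p under 0.05. In S2-32 and Direct-78, 34 of the common DEGs were opposite. From the opposite patterns in S1-10 and Direct-78, the paper proposes that age interacts with continuous DCA exposure.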

The intermediate timepoints (S2-32 and S3-57) showed a mixture of predicted activation and repression states. The cellular stress and injury pathways were a clear example of this drift over time, suggesting a switch from acute stress response to liver dysfunction and cancer.

**Figure 6:**
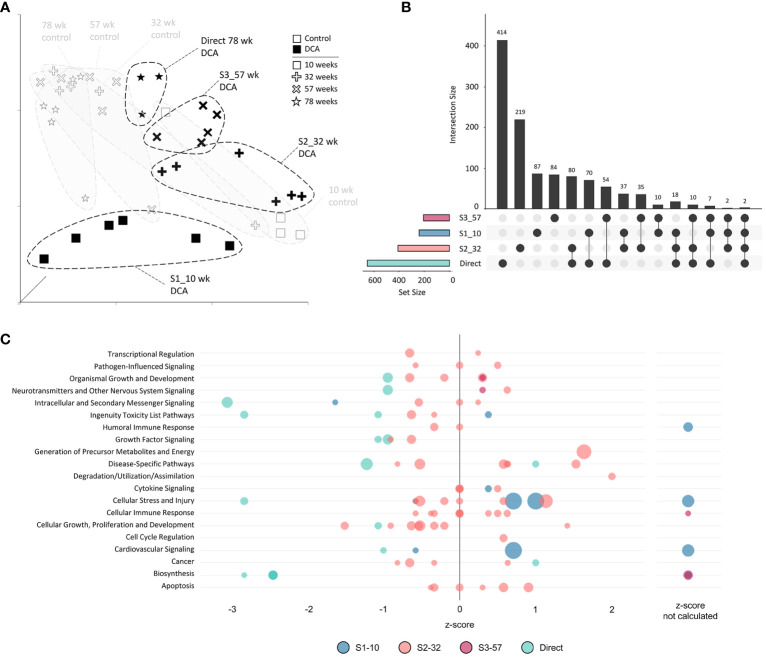
Continuous exposure subgroup differentially expressed genes and enriched canonical gene pathways. **(A)** Uniform Manifold Approximation and Projection (UMAP) for the “Continuous Exposure” subgroup samples. UMAP is based on 15 Principal Components of normalized count data before DEG determination, which captured over 99% of the variation displayed in these samples. **(B)** UpSet plot demonstrating differences and similarities of significantly (FDR-corrected *p*-value<0.05) altered genes compared to time-matched controls. Connected dots identify the group(s) that match to the adjacent bar and DEG number unique for those samples. **(C)** Bubble graph representing gene expression pathways enriched by the “Continuous Exposure” subgroup. Each bubble represents an individual canonical pathway, calculated by Ingenuity Pathway Analysis (IPA), that are categorized by larger meta-categories along the y-axis. The right-to-left placement identifies predicted pathway activation or repression (positive or negative z-score, respectively). Some pathways did not have the data to generate this prediction (no z-score). The size represents the -log(*p*-value) of the pathway enrichment. The color indicates the experimental mouse group that the pathway enrichment was measured.

The DNA methylation assessment at 78 weeks may not only reflect the current gene regulatory state, but also previous perturbations to the epigenome at earlier timepoints. Due to lack of archived samples available for this study, we could only assess DNA methylation at 78 weeks and, instead, used the DEGs measured at all the collection time points as a proxy for gene activity that may be influenced by epigenetic state. Given DEGs from the Continuous Exposure subgroup were derived from mice in which DCA exposure was not removed, the DDMR data were the best comparator. The overall number of DEGs intersecting with DDMR-linked genes (as defined most loosely by the closest gene TSS only or more stringently by further refining DDMRs also located within predicted gene regulatory regions) were low (**Table 2**). Despite these low intersections, we observed DEGs at all timepoints reflected in the DDMR-linked gene list. When combined across timepoints, 11 DDMR-linked genes (TSS and regulatory region defined) overlapped with DEGs in the Continuous Exposure subgroup that were also part of significant gene pathways at the collected timepoints (**Figure 7**, **Table 2** last column). These genes were included in pathways mediating inflammation, oxidative stress response, and mitotic signaling/regulation, with many downregulated and linked to hypomethylation at 78 weeks. 

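The methylation data were not analysed here, so only expression is given for the genes of the paper's Supplementary Data 5. In S2-32, Hspb1 (listed as HSPB1; ENSMUSG00000004951, chromosome 5 from 135887919 to 135889563) was at 77.3 ± 65.2 (SD, n = 6) CPM against 363 ± 139.9 (SD, n = 6), a log2 fold change of -2.24 (standard error 0.45, adjusted p = 0.00222), and Ikbkb (listed as IKBKB; ENSMUSG00000031537, chromosome 8 from 22659212 to 22706589) changed by -1.24 (adjusted p = 0.0372). IKBKB lost its S2-32 call in 5 of 12 fits without 1 library, and its largest adjusted p was 0.0853, at -1.18, without mouse 75 of Control-32. Prkag2 (listed as PRKAG2; ENSMUSG00000028944, chromosome 5 from 24862744 to 25100642) rose in S3-57 to 695 ± 506 (SD, n = 5) CPM from 299 ± 38.4 (SD, n = 6), a log2 fold change of 1.22 (adjusted p = 0.00998). PRKAG2 lost its S3-57 call in 1 of 11 fits without 1 library, and its largest adjusted p was 0.242, at 0.66, without mouse 51 of S3-57.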

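In Direct-78, Abcc2 (listed as ABCC2; ENSMUSG00000025194, chromosome 19 from 43782192 to 43840740) was at 21.7 ± 13.5 (SD, n = 3) CPM against 111 ± 54.2 (SD, n = 6) in Control-78, a log2 fold change of -2.37 (standard error 0.88, adjusted p = 0.0418). Fyn (listed as FYN; ENSMUSG00000019843, chromosome 10 from 39368855 to 39565381) was at 4.05 ± 4.87 (SD, n = 3) CPM against 27.5 ± 11.0 (SD, n = 6), -2.82 (standard error 0.94, adjusted p = 0.0252). E2f2 (listed as E2F2; ENSMUSG00000018983, chromosome 4 from 136172394 to 136196057) was higher, at 41.5 ± 29.1 (SD, n = 3) CPM against 10.8 ± 8.19 (SD, n = 6), 1.97 (standard error 0.70, adjusted p = 0.0336). ABCC2 lost its Direct-78 call in 6 of 9 fits without 1 library, and its largest adjusted p was 0.172, at -2.00, without mouse 64 of Direct-78. FYN lost its Direct-78 call in 2 of 9 fits without 1 library, and its largest adjusted p was 0.143, at -2.18, without mouse 64 of Direct-78. E2F2 lost its Direct-78 call in 6 of 9 fits without 1 library, and its largest adjusted p was 0.251, at 1.34, without mouse 66 of Direct-78. With log2 total count as a covariate the change of ABCC2 reversed to 0.21.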

Because we observed this overlap in DDMR-liked genes and DEGs that play roles in pathways known to be perturbed by DCA exposure in liver, this suggested that DDMRs present at 78 weeks reflected gene regulatory patterns observed, at least in part, by earlier and current DCA exposure.

**Table 2:** Continuous exposure subgroup and DMR-linked genes intersection.

	DEGs	TSS-only Defined		TSS and Reg Region Defined	
		DEG/DDMR Gene Intersect	DEG/DDMR Intersected Genes in Pathways	DEG/DDMR Gene Intersect	DEG/DDMR Intersected Genes in Pathways
**S1-10**	233	23	3	16	2
**S2-32**	403	53	16	25	5
**S3-57**	204	15	1	11	1
**Direct**	655	53	8	28	4

**Figure 7:**
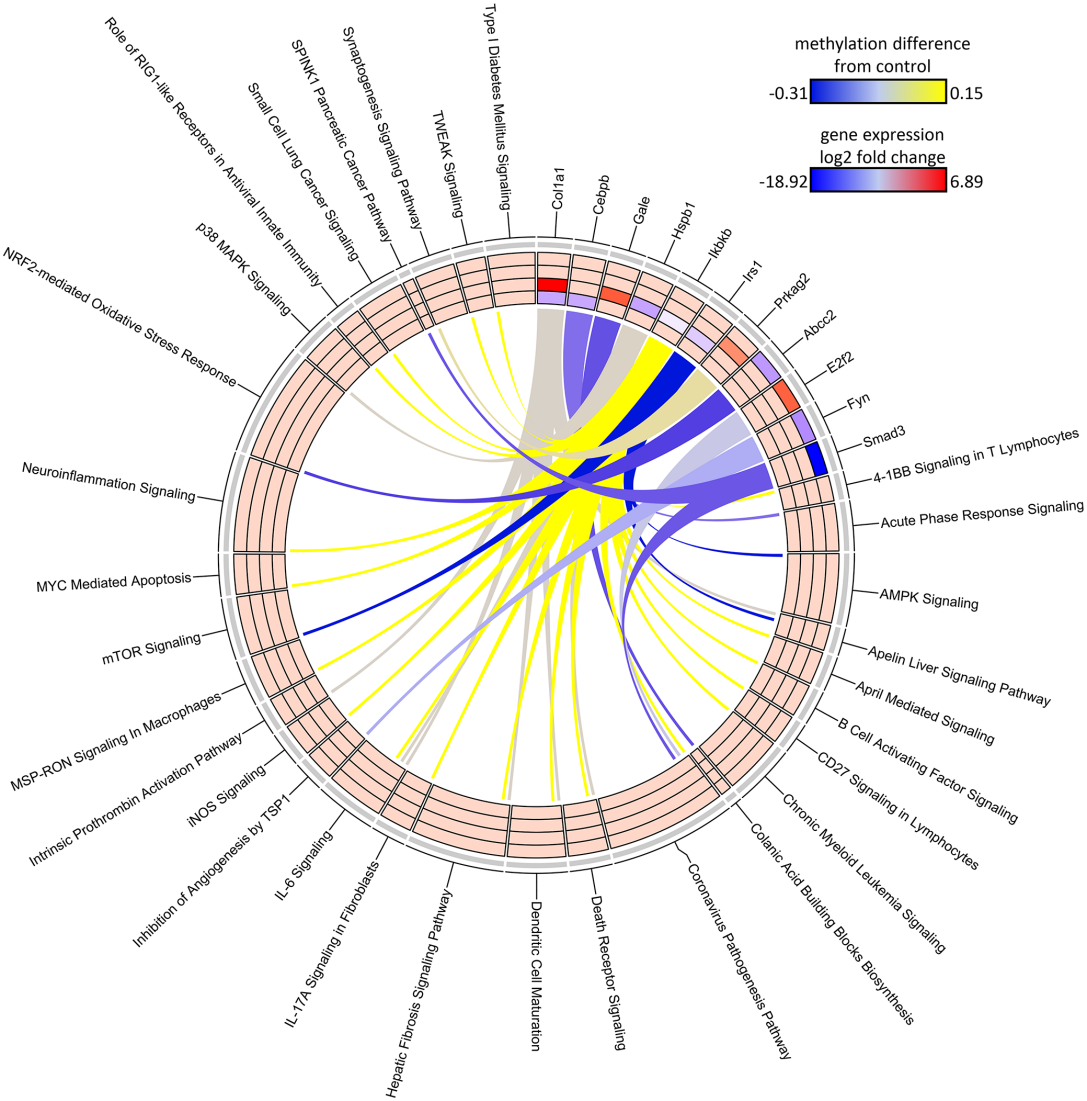
Circos plot of DDMR genes linked to “direct” group gene pathways. Connections denote DDMR-linked genes with canonical gene pathways that are enriched by DEGs identified in the Direct groups. Color gradient of connections denote degree of methylation change compared to control mice (yellow = hypermethylated, purple = hypomethylated). Tracks denote log_2_ fold-change (red = upregulation, blue = downregulation) of gene expression compared to time-matched controls for S1 10-week, S2 32-week, S3 57-week and Direct 78-week sample groups (inside -> outside). Slice size for individual pathways is proportional to number of DEGs that link to each individual pathway.

### Stop subgroup analysis

We next examined the gene expression persistence and DNA methylation after only 10 weeks of treatment to better understand the carryover effects of early DCA exposure. The UMAP visualization summary of gene expression across the S1 Stop group demonstrated the similarity of the 10- and 32-week timepoints and clear separation to later timepoints and age-matched controls (**Figure 8A**). 

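On the same principal components, the centroids of S1-10 and S1-32 lay 9.99 apart (exact 2-sided permutation p = 0.368, n = 6 and 6), and S1-32 lay 61.0 from Control-32 (exact 2-sided permutation p = 0.00433, adjusted p = 0.0143). The mean distance of libraries from their own centroid was 12.5 in S1-10 and 11.2 in S1-32, against 38.2 in Control-10 and 48.3 in Control-32. The centroids of S1-57 and S1-78 were 21.2 apart (exact 2-sided permutation p = 0.649).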

The data indicated that S1-57 and S1-78 samples grouped closer to controls, however, separation is still evident indicating persistent gene expression effects well after cessation of exposure. 

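S1-57 lay 25.6 from Control-57 (exact 2-sided permutation p = 0.260, n = 6 and 6) and S1-78 lay 30.1 from Control-78 (p = 0.0909, adjusted p = 0.117), so neither distance passed 0.05. Leaving out 1 library at a time gave distances of 28.9 to 35.2 for S1-78, and 1 of the fits passed. Libraries lay on average 38.5 from their centroid in S1-57 and 37.2 in S1-78. From the remaining separation in Figure 8A, the paper concludes that expression effects persisted well after exposure ended.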

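Of the DEGs of the S1 groups, 48 in S1-10 (39.7%), 546 in S1-32 (85.0%), 16 in S1-57 (45.7%) and 24 in S1-78 (60.0%) were in no other S1 group. At an unadjusted p under 0.05, 464 genes passed in S1-10, 933 in S1-32 and 293 in S1-57.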

As mentioned earlier, S1-10 and S1-32 DEGs were more numerous than the later S1-57 and S1-78 group DEGs. 

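S1-10 and S1-32, compared with different control libraries, had 71 DEGs in common, all changed in the same direction, which is 58.7% of the DEGs of S1-10. By chance 35.2 were expected (Fisher's exact test, 2-sided, p = 3.72e-12, taken over genes, which are not independent). Over all genes the log2 fold changes of the 2 groups correlated with a Pearson's r of 0.70 and a Spearman's rho of 0.67, again across genes. The number was 0 without mouse 68 of Control-10, without which S1-10 had no DEGs, and 88 without mouse 69.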

The largest DEG intersection was between the S1-10 and S1-32 groups (136 genes), where 58% of S1-10 DEGs were shared (**Figure 8B**). At a pathway level, S1-10 and S1-32 groups also tended to enrich similar categories, in particular cell stress and injury and toxicity pathways (**Figure 8C**). Pathways associated with S1-57 and S1-78 tended to be repressed, with the notable exception of activated cell stress and injury pathways at 78 weeks. Conversely, related pathways of immune response and cytokine signaling tended to drift from an activated state to a repressed state over time.

**Figure 8:**
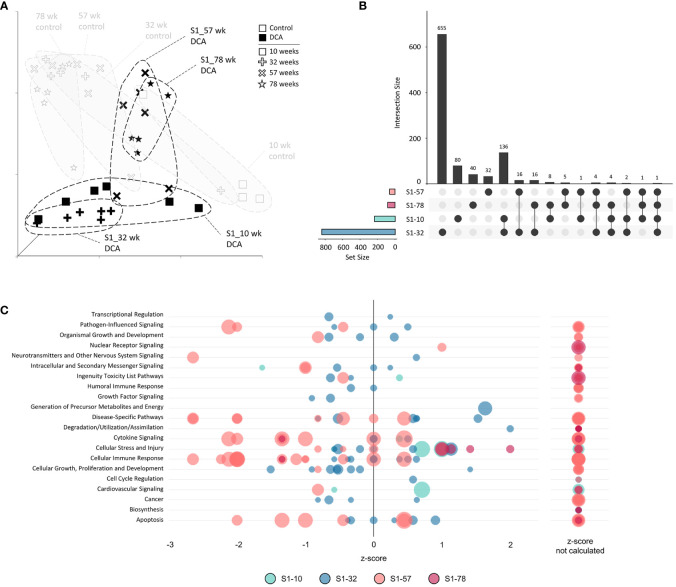
Stop subgroup differentially expressed genes and enriched canonical gene pathways. **(A)** Uniform Manifold Approximation and Projection (UMAP) for the “Stop” subgroup samples. UMAP is based on 15 Principal Components of normalized count data before DEG determination, which captured over 99% of the variation displayed in these samples. **(B)** UpSet plot demonstrating differences and similarities of significantly (FDR-corrected *p*-value<0.05) altered genes compared to time-matched controls. Dots identify the group(s) that match to the adjacent bar and DEG number unique for those samples. **(C)** Bubble graph representing gene expression pathways enriched by the “Stop” subgroup. Each bubble represents an individual canonical pathway, calculated by Ingenuity Pathway Analysis (IPA), that are categorized by larger meta-categories along the y-axis. The right-to-left placement identifies predicted pathway activation or repression (positive or negative z-score, respectively). Some pathways did not have the data to generate this prediction (no z-score). The size represents the -log(*p*-value) of the pathway enrichment. The color indicates the experimental mouse group that the pathway enrichment was measured.

The SDMR methylation measures were derived from the S1-78 sample group, and similar to the DDMR analysis for the Direct group comparisons, we believed the SDMR data could reflect both the epigenomic state of the matched timepoint and persistent alterations from earlier time points. To assess this, we examined the intersect of S1 Stop subgroup DEGs and SDMR-linked genes as defined by TSS only or by TSS and proximity to mouse gene regulatory regions at all time points (**Table 3**). Overall numbers of intersects were low, due to the limited number of total SDMR-linked genes, but those shared genes that mapped to pathways tended to demonstrate downregulation at earlier timepoints and upregulation at the 78-week timepoint (**Figure 9**). 

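Expression is given for genes of the paper's Supplementary Data 5, which covers genes linked to SDMRs or to DDMRs. For S1-78 the paper's text names Hes1 alone with an SDMR, so COL4A2 and HSPB1 below are not tied to SDMRs here. In S1-10, Adm (listed as ADM; ENSMUSG00000030790, chromosome 7 from 110627661 to 110629820) was at 9.64 ± 5.68 (SD, n = 6) CPM against 28.6 ± 28.4 (SD, n = 4), a log2 fold change of -1.57 (standard error 0.51, adjusted p = 0.0580). Without mouse 68 of Control-10 the change of ADM was -0.62. In S1-78, Col4a2 (listed as COL4A2; ENSMUSG00000031503, chromosome 8 from 11312805 to 11449287) was higher, at 170.3 ± 71.1 (SD, n = 6) CPM against 59.2 ± 17.1 (SD, n = 6), 1.52 (standard error 0.38, adjusted p = 0.0180). HSPB1 was lower in S1-78, at 113 ± 97.7 (SD, n = 6) CPM against 355 ± 166 (SD, n = 6), -1.65 (standard error 0.45, adjusted p = 0.0310). COL4A2 lost its S1-78 call in 2 of 12 fits without 1 library, and its largest adjusted p was 0.0640, at 1.41, without mouse 36 of S1-78. HSPB1 lost its S1-78 call in 7 of 12 fits without 1 library, and its largest adjusted p was 0.105, at -1.40, without mouse 87 of Control-78.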

Downregulated genes were primarily hypermethylated in S1-10 and S1-32 treatment groups and have roles in HIF1a signaling, senescence, cancer, and adipogenesis. 

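In S1-32, Atf3 (listed as ATF3; ENSMUSG00000026628, chromosome 1 from 191170296 to 191218039) was at 2.72 ± 0.687 (SD, n = 6) CPM against 12.4 ± 7.89 (SD, n = 6) in Control-32, a log2 fold change of -2.18 (standard error 0.85, adjusted p = 0.0458). ATF3 lost its S1-32 call in 10 of 12 fits without 1 library, and its largest adjusted p was 0.0932, at -2.03, without mouse 75 of Control-32. Ptger1 (listed as PTGER1; ENSMUSG00000019464, chromosome 8 from 83666678 to 83672753) and Runx1t1 (listed as RUNX1T1; ENSMUSG00000006586, chromosome 4 from 13743436 to 13893649) changed by -2.25 and -2.19 on the log2 scale without passing (adjusted p = 0.0774 and 0.0560 from edgeR). The means of these genes were at most 12.4 CPM, so a few counts decide their values.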

The upregulated gene *(Hes1*) at S1-78 was hypermethylated and involved in the *Vitamin D Receptor/RXR activation* pathway.

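Hes1 (listed as HES1; ENSMUSG00000022528, chromosome 16 from 30064384 to 30067796) was at 188 ± 131 (SD, n = 6) CPM in S1-78 against 83.7 ± 23.9 (SD, n = 6) in Control-78, a log2 fold change of 1.17 (standard error 0.36, adjusted p = 0.0703). It passed the threshold with DESeq2, at 1.26 (adjusted p = 0.0183), and when mouse 32 or mouse 35 was left out. Over the settings run for named genes the adjusted p ranged up to 0.594.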

**Table 3:** Stop group DEGs and DMR-linked genes intersection.

	DEGs	TSS-only Defined		TSS and Reg Region Defined	
		DEG/SDMR Gene Intersect	DEG/SDMR Intersected Genes in Pathways	DEG/SDMR Gene Intersect	DEG/SDMR Intersected Genes in Pathways
**S1-10**	233	8	2	7	2
**S1-32**	834	17	6	9	3
**S1-57**	62	0	0	0	0
**S1-78**	79	2	1	1	1

**Figure 9:**
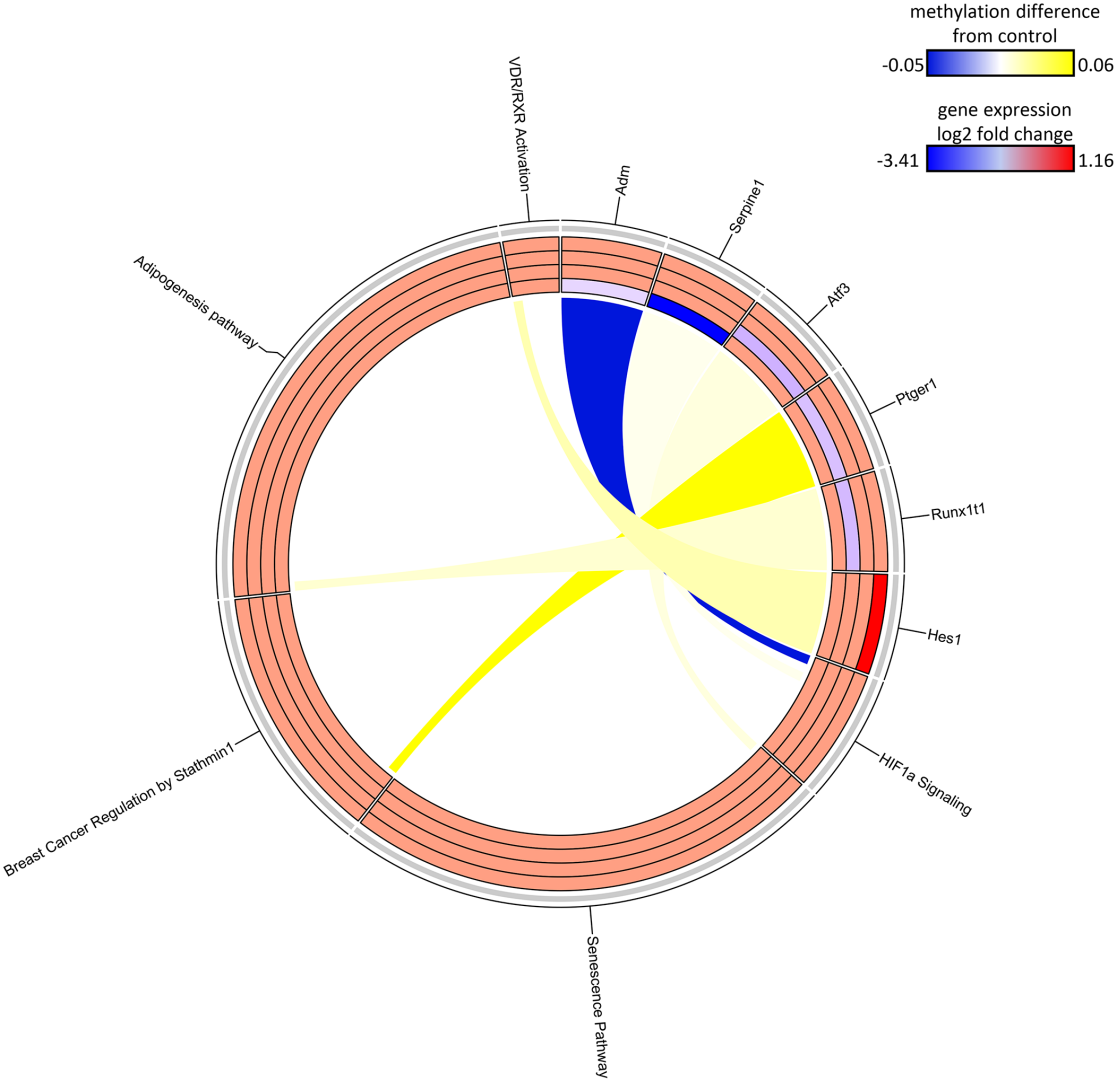
Circos plot of SDMR genes linked to “stop” subgroup gene pathways. Connections denote SDMR-linked genes with canonical gene pathways that are enriched by DEGs identified in the S1 groups. Color gradient of connections denote degree of methylation change compared to control mice (yellow = hypermethylated, purple = hypomethylated). Tracks denote log_2_ fold-change (red = upregulation, blue = downregulation) of gene expression compared to time-matched controls for S1 10-week, S1 32-week, S1 57-week and S1 78-week experimental groups (inside -> outside). Slice size for individual pathways is proportional to number of DEGs that link to each individual pathway.

### 78-week group timepoint analysis

Finally, we assessed if varying DCA exposure durations altered the gene expression response at 78 weeks by comparing all the 78-week sample DEGs. UMAP visualization of the 78-week subgroup DEGs demonstrated separation of treatment groups compared to the 78-week aged control (**Figure 10A**). 

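In the 15 components, the distance between treated and Control-78 centroids was 33.9 for S2-78 (exact 2-sided permutation p = 0.224, n = 4 and 6, adjusted p = 0.252) and 48.2 for S3-78 (p = 0.00476, adjusted p = 0.0143). For S2-78 the distance ranged from 32.4 to 39.2 when 1 library was left out, and 1 of these fits changed its side of the threshold. S1-78 and Direct-78 lay 79.7 apart (exact 2-sided permutation p = 0.0119).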

S1-78 and S2-78 groups demonstrated higher variability among individual samples, compared to the S3-78 and Direct-78 week, which exhibited the most similarity to each other. This was also reflected in the degree of DEGs overlap between the later timepoints (S3-78 and Direct treatment groups; 201 genes, **Figure 10B**), possibly reflecting the continuum of changes due to lengthy DCA exposure with age and metabolic status. 

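Libraries lay on average 50.1 from their centroid in S2-78, 34.4 in S3-78, 58.6 in Direct-78 and 23.7 in Control-78. The centroids of S3-78 and Direct-78 were 59.1 apart (exact 2-sided permutation p = 0.0571, n = 4 and 3), while those of S1-78 and S2-78 were 26.9 apart (p = 0.619).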

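S3-78 and Direct-78 had 145 DEGs in common, 49.3% of those of S3-78 and 26.9% of those of Direct-78, and all 145 changed in the same direction. By chance 71.9 were expected, but both groups were compared with the same Control-78 libraries, which can by itself make their changes alike. When the 6 controls were halved so that each group had its own 3, which also leaves fewer controls, the median number in common was 50, from 38 to 54 in the 20 halvings, and the correlation of log2 fold changes was 0.42 in the median, from 0.27 to 0.48, against 0.49 with the controls shared. With the controls halved, up to 4 common DEGs changed in opposite directions. With all controls, the number in common was 67 without mouse 64 of Direct-78 and 173 without mouse 86 of Control-78.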

As noted previously, DEGs are greatly reduced in the S1-78 and S2-78 groups, likely due to *near* return to cellular homeostasis over time after DCA exposure. 

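At an unadjusted p under 0.05, 299 genes passed in S1-78 and 344 in S2-78. From the reduced number of DEGs, the paper proposes a near return to cellular homeostasis after exposure.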

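Of the 40 S1-78 DEGs, 29 (72.5%) were also DEGs in S2-78, S3-78 or Direct-78, and of the 36 S2-78 DEGs, 21 (58.3%) were also DEGs in S3-78 or Direct-78. All 4 groups were compared with the same 6 libraries of Control-78, which can by itself make changes alike, and its part in this overlap was not tested.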

Of note, 70% and 77% of the S1-78 and S2-78 DEGs, respectively, intersected one or more longer exposed samples, indicating persistent DEGs are similar to responses observed in more continuous exposures. Gene pathways linked to the Direct and S3-78 treatment groups are primarily repressed, especially for continuous DCA exposure (Direct 78-week group), and linked to toxicity, cell stress and injury, and metabolism (**Figure 10C**). Pathway enrichment analysis of S3-78 DEGs indicated activation of neurotransmitter signaling and cellular growth, where both S3-78 and Direct groups demonstrated activation of cancer pathways. Pathway enrichment of S1-78 and S2-78 DEGs suggested activation of cellular stress and repression of immune pathway categories.

**Figure 10:**
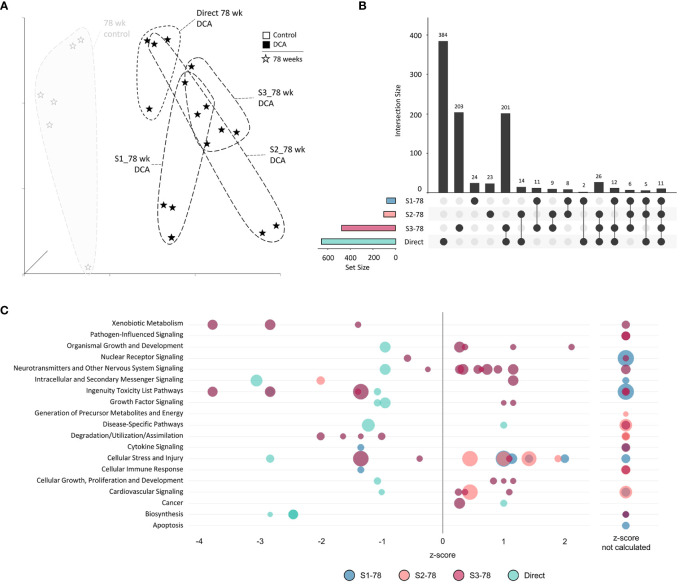
78-week subgroup differentially expressed genes and enriched canonical gene pathways. **(A)** Uniform Manifold Approximation and Projection (UMAP) for “78-week” subgroup samples. UMAP is based on 15 Principal Components of normalized count data before DEG determination, which captured over 99% of the variation displayed in these samples. **(B)** UpSet plot demonstrating differences and similarities of significantly (FDR-corrected *p*-value<0.05) altered genes compared to time-matched controls. Dots identify the group(s) that match to the adjacent bar and DEG number unique for those samples. **(C)** Bubble graph representing gene expression pathways enriched by the “78-week” subroup. Each bubble represents an individual canonical pathway, calculated by Ingenuity Pathway Analysis (IPA), that are categorized by larger meta-categories along the y-axis. The right-to-left placement identifies predicted pathway activation or repression (positive or negative z-score, respectively). Some pathways did not have the data to generate this prediction (no z-score). The size represents the -log(*p*-value) of the pathway enrichment. The color indicates the experimental mouse group that the pathway enrichment was measured.

While genes linked to DDMRs and SDMRs were respectively derived from Direct 78-week and S1-78-week samples, we assessed if there were any commonalities with other 78-week samples. By percentage, the S1-78 and S2-78 group DEGs, which represented earlier-in-life exposures and longest periods of persistent gene alterations, demonstrated the larger overlap to DDMR-linked genes (**Table 4**). Specifically, 8.9% (7 of 79) of S1-78 and 8.8% (9 of 102) of S2-78 intersected DEGs with DDMR-linked genes (defined by proximity to TSS and also within a gene regulatory region). This is compared to 5.0% (24 of 476) in S3-78 and only 4.3% (28 of 655) in the Direct 78-week group. These overlapped DEGs also demonstrated a larger proportion mapping to significant canonical pathways in the sample groups with longer time since DCA exposure compared to group with more recent exposure (**Table 4**, *last column, DDMR rows*), providing some evidence that these genes linking to direct DCA-mediated methylation changes are known components of pertinent gene pathways that persisted well after DCA exposure. As previously noted, few S1-78 DEGs intersected with SDMR-linked genes. A greater number of DEGs of the longer DCA exposures overlapped SDMR-linked genes, but this is likely due to chance because of the larger overall DEGs with the samples of more recent DCA exposures.

**Table 4:** 78-week groups DEGs and DDMR/SDMR-linked genes intersection.

	DEGs	TSS-only Defined		TSS and Reg Region Defined		
		DEG/DMR Gene Intersect	DEG/DMR Intersected Genes in Pathways	DEG/DMR Gene Intersect	DEG/DMR Intersected Genes in Pathways	
**S1-78**	79	14	10	7	6	DDMR
**S2-78**	102	14	7	9	5	
**S3-78**	476	41	17	24	11	
**Direct**	655	53	8	28	4	
**S1-78**	79	2	1	1	1	SDMR
**S2-78**	102	1	0	1	0	
**S3-78**	476	7	2	5	1	
**Direct**	655	9	0	5	0	

## Discussion

Persistent effects of chemical exposures that reprogram the metabolic profile of cells can have important impacts later in life. In liver tumors, cancer cells favor glycolysis versus oxidative phosphorylation even in the presence of oxygen, a process known as aerobic glycolysis or the Warburg effect (31). This cancer-mediated metabolic programming is thought to maintain an ideal environment for tumor initiation and growth by reducing mitochondrial-derived reactive oxygen species (ROS) production and apoptotic pathway activation, maintaining the genomic stability of stem cells, and maintaining a favorable acidic microenvironment through lactate production (32–34). DCA, a pyruvate analogue, shunts metabolism toward oxidative phosphorylation thereby promoting ROS production, anti-growth signaling and apoptosis through mitochondrial cytochrome c release (35–37). Because of this metabolic reprogramming that appears to counteract the Warburg effect of cancer cells, DCA and other small molecule PDK inhibitors have been extensively studied as a cancer (and other metabolic disease) therapeutic (15). However, persistent effects due to early-in-life exposure to DCA instead *increased* tumor incidence compared to controls in mouse liver (1, 21–23) and the causal mechanism has not been fully characterized. Using gene expression and DNA methylation profiles of archived samples from a previously characterized stop exposure time-course study (22, 23), we further examined the underlying mechanisms of continuous and carryover effects of DCA in mouse liver. First, we observed significant gene expression changes linked to metabolic reprogramming with continuous DCA exposure; however, these expected patterns changed with age and transitioned to a pro-tumorigenic characterization. Second, carryover effects of DCA followed a different trajectory than continuous, 78-week DCA exposure, but also was heavily influenced by age. Finally, DNA methylation alterations measured at 78-weeks indicated both continuous and carryover effects of DCA exposure.

The tumorigenicity of DCA in rodent liver has been studied for nearly 30 years and evidence has stipulated that continuous higher exposures (*e.g.*, ≥3.5g/L in drinking water) can lead to overt hepatoxicity via disruption of normal cellular metabolism (9, 13) which could have a relationship with cellular regeneration but, there has not been a clear consensus on carcinogenic mode-of-action for direct DCA exposure (38). Our gene expression analysis recapitulated previous transcriptomic findings in many cases; the inclusion of time-matched controls over all measured time points also supported progression of phenotypic observations. By 32 weeks on continuous DCA exposure, gene expression alterations predictively enriched pathways involving activation of oxidative phosphorylation (*TCA cycle II*, *methionine degradation*), increased apoptosis signaling (*p53*, *ATM, death receptor*, *MYC signaling*), and decreased cell growth signaling and increased quiescence (*TGF-β*, *mTOR/AMPK*, *Id1*). We also observed upregulation of many Serpin family members (*e.g.*, *SerpinA3*, *SerpinD1*) and the Complement system (*e.g.*, *C9*) (39, 40) after 10 weeks of continuous DCA exposure that subsequently fell below control levels by 78 weeks, which matched the transient mild to moderate inflammation with early exposure (23). 

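Serpin genes on the panel were higher in S1-10 (adjusted p = 9.62e-05, 9 of 11 genes higher, 6 past the threshold when adjusted over the list alone) and lower in Direct-78 (adjusted p = 0.0106, 11 of 11 genes lower, 9 past the threshold when adjusted over the list alone). Serpind1 (listed as SERPIND1; ENSMUSG00000022766, chromosome 16 from 17331371 to 17343575) was at 846 ± 135 (SD, n = 6) CPM in S1-10 against 247 ± 143 (SD, n = 4), a log2 fold change of 1.77 (standard error 0.41, adjusted p = 0.00667), and at 297 ± 114 (SD, n = 3) CPM in Direct-78 against 583 ± 158 (SD, n = 6), -0.97 (standard error 0.44, adjusted p = 0.0937). Of the Serpina3 genes, whose sequences are similar enough that counts may be split between them, SERPINA3K (ENSMUSG00000058207, chromosome 12 from 104338486 to 104346144) changed by 1.37 (adjusted p = 0.301) in S1-10 and -3.61 (adjusted p = 0.00687) in Direct-78, SERPINA3M by 1.38 (adjusted p = 0.348) and -2.70 (adjusted p = 0.0444), and SERPINA3N by 2.42 (adjusted p = 0.157) and -4.03 (adjusted p = 0.0237). With log2 total count as a covariate the Direct-78 changes of SERPINA3M and SERPIND1 reversed to 0.28 and 0.33. SERPIND1 lost its S1-10 call in 1 of 10 fits without 1 library, and its largest adjusted p was 0.114, at 1.45, without mouse 68 of Control-10. SERPINA3K lost its Direct-78 call in 2 of 9 fits without 1 library, and its largest adjusted p was 0.0552, at -3.12, without mouse 66 of Direct-78. SERPINA3M lost its Direct-78 call in 7 of 9 fits without 1 library, and its largest adjusted p was 0.163, at -1.90, without mouse 65 of Direct-78. SERPINA3N lost its Direct-78 call in 4 of 9 fits without 1 library, and its largest adjusted p was 0.0831, at -3.25, without mouse 65 of Direct-78. The difference between the S1-10 and Direct-78 changes was 2.75 (standard error 0.60, adjusted p = 0.000648 from edgeR) for SERPIND1, 4.98 (standard error 1.23, adjusted p = 0.00194 from edgeR) for SERPINA3K, 4.08 (standard error 1.31, adjusted p = 0.0142 from edgeR) for SERPINA3M, 6.45 (standard error 1.68, adjusted p = 0.00300 from edgeR) for SERPINA3N and 5.21 (standard error 1.18, adjusted p = 0.000888 from edgeR) for C9. C9 in untreated mice rose between 10 and 78 weeks by 3.65 on the log2 scale (adjusted p = 0.00576 from edgeR).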

Interestingly, at the later timepoints of continuous DCA exposure, we observed increased proliferative signaling such as the *D-myo-inositol (1,4,5)-trisphosphate biosynthesis* pathway at 57-weeks and augmentation of the peroxisome proliferator-activated receptor alpha pathway (PPARαby 78-weeks, which flipped from a suppression of the PPARα pathway at 10-weeks of DCA exposure (**Supplementary Figure 1**). This activation was matched with inhibited STAT5b signaling, which has been noted mutually antagonistic to PPAR and other xenobiotic receptor activation and is characterized by “feminization” of the liver due to decreased growth hormone (GH) secretion leading to a profile more common in female versus male rodents (41). 

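Stat5b (listed as STAT5B; ENSMUSG00000020919, chromosome 11 from 100780731 to 100850724) was at 46.2 ± 4.90 (SD, n = 3) CPM in Direct-78 against 86.4 ± 27.3 (SD, n = 6) in Control-78, a log2 fold change of -0.90 (standard error 0.46, adjusted p = 0.140), and at 149.6 ± 5.74 (SD, n = 6) CPM in S1-10 against 83.5 ± 14.5 (SD, n = 4), 0.84 (standard error 0.41, adjusted p = 0.225). The 2 changes of STAT5B differed by 1.75 (standard error 0.62, adjusted p = 0.0249 from edgeR), and with log2 total count as a covariate the Direct-78 change reversed to 1.53. Male-biased liver genes were lower in Direct-78 (adjusted p = 0.000827, 10 of 10 genes lower, 8 past the threshold when adjusted over the list alone) and lower in S3-78 (adjusted p = 7.28e-06, 10 of 10 genes lower, 8 past the threshold when adjusted over the list alone), with medians of -2.60 and -2.42 relative to all genes. Female-biased liver genes were higher in Direct-78 (adjusted p = 0.00762, 6 of 7 genes higher, 4 past the threshold when adjusted over the list alone, passing in 8 of 9 fits without 1 library, highest 0.0616 without mouse 65) and did not pass in S3-78 (adjusted p = 0.107). In S1-10 male-biased genes were higher (adjusted p = 0.000103). Genes of the Mup, Cyp and Sult families in these lists have close paralogs, whose counts may be split between them.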

GH secretion can be suppressed through an increased amount of circulating glucose levels such as during periods of increased gluconeogenesis (42); the converse is seen with high-dose DCA exposure (43). While we observed robust PPARα target gene induction previously with DCA treatment after 6 days (23), general consensus is DCA does not lead to liver cancer through a PPAR-mediated pathway (44). However, increased hepatic peroxisome proliferation activity was observed in mice with the dose used in this study, which equated to ~429 mg/kg-day (13, 23). This overall shift away from early DCA-like responses may reflect later processes initiated by early tumor formation at 78 weeks, which may be a result of DCA-induced hepatotoxicity with constant exposure, leading to secondary effects of regenerative proliferation and/or receptor-mediated mitogenesis.

DCA augments tumorigenesis even if the exposure window is limited to early life. Greater than 85% of the tumorigenic effect is captured with 10-weeks of exposure compared to a lifetime exposure at the same 3.5 g/L dose (22). The mechanisms of these persistent effects of DCA after short-term exposure are more uncertain than those of continuous exposure. Phenotypically, the most lingering effects in the liver included increased liver weight and hepatocellular hypertrophy, which resolved by 26 weeks after DCA removal. Liver weight again increased later in the study at 93 weeks likely due to the presence of tumors. Hepatocellular necrosis and mild inflammation also transiently persisted but resolved more quickly by 5 weeks after DCA removal (23). The effects were attributed to increased glycogenosis and glycogen storage which is an established hallmark in hepatocytes with high DCA exposure (9, 43) and may have contributed to acute hepatotoxic response during the exposure period. 

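S1-32 and S3-78 had 64 DEGs in common, fewer than the 85.6 expected by chance. The number was 32 without mouse 78 of Control-32 and 90 without mouse 74, and 6 with log2 total count as a covariate. They were compared with different control libraries.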

In our gene expression measurements, the two timepoints assessed after DCA removal (S1-32 and S3-78 weeks) exhibited a transcriptional burst of activity, with 155 DEGs in common, suggesting a similar response to the removal and return to homeostasis after DCA removal. 

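Of the DEGs common to S1-32 and S3-78, 34 (53.1%) changed in opposite directions. Across the 22 fits that each left out 1 library this share ranged from 32.1%, without mouse 59 of S3-78, to 73.5%, without mouse 86 of Control-78. The difference between the 2 changes passed an adjusted p of 0.05 in 754 genes and in 498 without mouse 59. With log2 total count as a covariate 0 genes passed, with 158 at an unadjusted p under 0.05. MUP15 (ENSMUSG00000096674, chromosome 4 from 61435790 to 61439743), whose log2 fold change was 3.17 (adjusted p = 0.0428) in S1-32 and -6.82 (adjusted p = 0.00647) in S3-78, had a difference of 9.99 (standard error 2.15, adjusted p = 0.00146 from edgeR), and its counts may include those of other Mup genes. MUP15 lost its S1-32 call in 8 of 12 fits without 1 library, and its largest adjusted p was 0.0952, at 2.94, without mouse 75 of Control-32.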

Intriguingly, 70% of these genes exhibited opposite regulation between the two points, where the earlier 32-week timepoint favored known DCA effects of increased apoptosis, inflammation and suppressed growth signaling but, the converse was observed at 78-weeks. This is consistent with the phenotypic effects we previously measured, where mild necrosis and some inflammation, were observed at earlier ages with current DCA exposure, but were not observed with DCA exposure later in life (≥78 weeks) with current exposure (23). This suggested that the aged mouse liver responds differently to the effects of DCA. To further support that age heavily influenced cellular effects of direct or immediate post-DCA exposure, we observed similar overlap of 281 DEGs between the direct DCA exposed mice (S2-32) and recently exposed (S1-32), both samples of which were taken at 32 weeks. 

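S1-32 and S2-32 had 168 DEGs in common, where 68.4 were expected by chance, but both were compared with the same 6 libraries of Control-32. With the controls halved, and so fewer for each group, the median number in common was 24, from 0 to 71, and the correlation of log2 fold changes was 0.43 in the median, from 0.080 to 0.58, against 0.69 with the controls shared. The number was 69 without mouse 75 of Control-32 and 406 without mouse 74.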

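All 168 DEGs common to S1-32 and S2-32 changed in the same direction, and none was opposite in any of the 18 fits that each left out 1 library. Both groups were compared with the same controls, and with the controls halved up to 5 common DEGs were opposite.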

All but one of these genes shared the same directionality compared to controls and, again, linked to hallmark responses of DCA exposure. Therefore, immediate transcriptional carryover effects of DCA were robust, but mouse age heavily influenced the type of response much like what we observed in the direct only exposures: from DCA-like early to more cancer-like later.

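S1-78 and S2-78 were collected 68 and 46 weeks after exposure ended. The largest fall among S1-78 DEGs whose treated libraries all lay beyond the controls was in Plk3 (listed as PLK3; ENSMUSG00000028680, chromosome 4 from 117128655 to 117133963), to 100.1 ± 32.7 (SD, n = 6) CPM from 605 ± 704 (SD, n = 6), a log2 fold change of -2.59 (standard error 0.51, adjusted p = 0.00243). In S2-78 it was in Serpine2 (listed as SERPINE2; ENSMUSG00000026249, chromosome 1 from 79794197 to 79861180), at 4.76 ± 4.23 (SD, n = 4) CPM against 54.4 ± 19.1 (SD, n = 6), -3.41 (standard error 0.79, adjusted p = 0.00986). Other rises in S2-78 were in TNIP1, 2.53 (adjusted p = 0.0176), and AP2M1, 2.22 (adjusted p = 0.00605). PLK3 lost its S1-78 call in 1 of 12 fits without 1 library, and its largest adjusted p was 0.0564, at -1.67, without mouse 90 of Control-78. TNIP1 lost its S2-78 call in 1 of 10 fits without 1 library, and its largest adjusted p was 0.125, at 1.87, without mouse 45 of S2-78. AP2M1 lost its S2-78 call in 1 of 10 fits without 1 library, and its largest adjusted p was 0.0799, at 1.57, without mouse 47 of S2-78. Of 100 regroupings of the libraries of S2-78 and Control-78, the real one included, 5 gave as many DEGs as the real one.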

Our results showed the transcriptional response to DCA in groups furthest out from DCA exposure (e.g., S1-78, S2-78) were greatly reduced compared to those mice closer to DCA exposure windows, but some signal did persist to the 78-week timepoint. The DEGs and gene pathways were similar between these two groups (100% of the shared DEGs displayed the same directionality) and were well represented by upregulated collagen genes that enriched pathways of apelin signaling and mechanisms that regulate fibrogenesis. 

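S1-78 and S2-78 had 12 DEGs in common, all changed in the same direction, where 0.653 were expected by chance. Both were compared with Control-78, and with its libraries halved, and so fewer for each group, the correlation of log2 fold changes was 0.47 in the median, from 0.25 to 0.57, against 0.66 with the controls shared. The median number in common was then 1, from 0 to 2 in 20 halvings, and up to 1 was opposite. With all controls the number in common was 2 without mouse 90 of Control-78 and 19 without mouse 32 of S1-78. Col1a2 (listed as COL1A2; ENSMUSG00000029661, chromosome 6 from 4504814 to 4541544) rose in S1-78 to 80.6 ± 63.9 (SD, n = 6) CPM from 10.1 ± 5.30 (SD, n = 6), a log2 fold change of 2.98 (standard error 0.63, adjusted p = 0.00389). COL4A2 in S2-78 was at 154 ± 94.9 (SD, n = 4) CPM, 1.38 (standard error 0.41, adjusted p = 0.0610). From the collagen genes common to these groups, the paper concludes that they enrich pathways of apelin signaling and of fibrogenesis.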

Apelin is an adipokine that is the ligand for the G protein-couple receptor APJ (45) and has been of focus due to its sensitivity to glucose homeostasis and link to diabetes and insulin resistance (46). In liver, apelin exposure also promotes glycogenosis through the insulin signaling pathway (47), suggesting this response may be latent activity of DCA although hallmarks of excessive hepatic glycogen storage are no longer present at this point (23). Curiously, apelin is linked to liver fibrogenesis and mediates the expression of mesenchymal markers such as collagen (48–50), which are upregulated gene features at 78 weeks in the samples >26 weeks removed from DCA exposure. Conversely, a DCA derivative was linked to anti-fibrotic activity in hepatic stellate cells (HSCs) by suppressing the mesenchymal transition of these cells, presumably through anti-glycolytic effects of this compound (51, 52). This reflected the anti-fibrotic gene signature noted at 10-weeks of DCA exposure in our study (*e.g*., reduced *HIF1α* pathway, reduced collagen gene expression). 

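Collagen genes were lower in S1-10 (adjusted p = 0.00645, 10 of 11 genes lower, 2 past the threshold when adjusted over the list alone), with a median log2 fold change of -0.75 relative to all genes. COL1A1 was at 43.6 ± 14.7 (SD, n = 6) CPM in S1-10 against 180.1 ± 54.2 (SD, n = 4) in Control-10, a log2 fold change of -2.05 (standard error 0.61, adjusted p = 0.0338), and all 6 treated libraries lay under all 4 controls. COL1A1 lost its S1-10 call in 9 of 10 fits without 1 library, and its largest adjusted p was 0.115, at -2.24, without mouse 68 of Control-10. Its change in S1-10 differed from that in Direct-78 by -3.12 (standard error 0.91, adjusted p = 0.00699 from edgeR). HIF1A targets did not pass as a list in S1-10 (adjusted p = 0.120), with 3 higher and 6 lower, and the adjusted p was 0.476 without mouse 68 of Control-10. Hif1a itself (listed as HIF1A; ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530) changed by 0.40 (standard error 0.44, adjusted p = 0.646), from 142 ± 17.1 (SD, n = 4) to 188 ± 16.1 (SD, n = 6) CPM.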

The persistent effects of DCA, which were more similar to results we observed with continuous DCA exposure later in life, reflected cellular processes that opposed the known effects of early, acute DCA exposure. This pattern, again, underscores an important interaction of DCA-mediated effects in the mouse liver and aging.

Commonality between the continuous and persistent effects of DCA exposure may be reflected in the DNA methylation profiles. Like gene expression, the methylation differences in the mice with 10-week, early-life DCA exposure were less robust than mice with continuous exposure by 78-weeks. Despite these differences, the altered methylation linked to gene pathways such as cellular signaling, regulation and metabolism shared in both the continuously exposed and the Stop groups. For example, we saw enrichment of genes linked to the gamma-aminobutyric acid (GABA) and glutaminergic signaling pathways in this intersection. The methylation profiles of these specific genes matched in the Direct and Stop samples, despite the general trend of hypomethylation in the Direct samples (also noted previously in female B6C3F1 mice [53)] and hypermethylation in the Stop samples. While commonly known as a neurotransmitter in the brain, GABA (a glutamate metabolite), can have effects in other metabolic organs including the liver (54). Hepatic GABA signaling is involved in mechanisms such as glucoregulation via insulin signaling and membrane transport, oxidative stress damage, and lipid metabolism (55–57). Gene pathways altered in our study that reflected such mechanisms were found in continuous DCA exposures (*e.g.*, *Nrf2 oxidative stress*), persistent effects (*e.g*., *insulin pathway signaling*), and both (*e.g*., *cholesterol biosynthesis*), and were modulated by age and exposure length. Since DCA exposure increases glutamate production (58) and GABA-transaminase activity is increased through the TCA cycle which mediates GABA synthesis (54), likely there is an increase in GABA availability after early DCA exposure, impacting a variety of pathways, and leaving an indelible mark in the methylome.

We observed that genes linked to methylation changes after continuous exposure primarily overlapped DEGs at early time points for both the continuous and short-term DCA exposed mice, suggesting the aged methylome may reflect earlier events of DCA effects. The interrogation of methylation changes in the epigenome is increasingly seen in the context of lifetime and transgenerational assessments in human health. The seminal studies in the agouti mouse model demonstrated that prenatal nutritional supplements altered DNA methylation in the offspring with lasting phenotypic results into adulthood (59, 60). Similarly, the 2008 “Dutch Hunger Winter” study demonstrated that pregnancy during famine conditions led to increased adverse health outcomes in adult offspring, due to the methylation change in a single locus (61). Since that time, many environmental exposures have been examined in human and model population studies for methylation and disease state correlations (62, 63). Ongoing research in the field has reinforced the correlation between early life exposure and later life disease progression. Trevino et al. used a rat model study with an early life endocrine disrupting chemical and showed that early life epigenomic reprogramming led to adult metabolic disruption which was not evident until a later life dietary change (64). Li et al. examined lifetime methylation changes in a twin study assessing various physiological and health related parameters (65). They demonstrated that methylation changes in the epigenome, while most highly linked by genetic factors and gene regulation, are also strongly linked to cohabitation status, indicating the lifetime influence of early life environmental factors in adult growth, development, and likely disease progression. These methylation changes can either be persistent or transient once the environmental stressor is removed, leading to biomarkers that can indicate past or cumulative exposure or the “exposome” (66, 67).

## Conclusion

Here, we measured the transcriptomic and epigenomic alterations due to increasing windows of exposure of the metabolic reprogramming chemical DCA in the male B6C3F1 mouse model. Previous studies were inconclusive about the mechanism of latent tumorigenic effects of DCA, not supporting classical routes such as genotoxicity, chronic oxidative stress, regenerative proliferation, and cytotoxicity. Using modern methods to assess ‘omic-based measurements in archived formalin-fixed mice liver samples, we observed that responses due to DCA exposures early in life differed greatly than those later in life. In general, anticipated anti-Warburg related DCA effects were measured early, while opposing, more pro-tumorigenic pathways were noted later in life. Additionally, the length of time of DCA exposure impacted the robustness of response, but still followed a cancer-like “switch” which was dependent on mouse age. DNA methylation patterns at 78-weeks reflected early-life alterations in genes and pathways and likely impacted regulatory effects later in life. These data, along with previous studies, suggests that persistent metabolic shifts, whether they be due to consistent DCA exposure or persist through epigenetic means, interact with normal aging mechanisms to result in pro-tumorigenic environment. The impact of early-life, non-genotoxic exposures on later cancer outcomes is a major challenge for risk assessment when considering protective thresholds in the environment. By deriving the mechanistic basis for a chemical mode-of-action for latent carcinogenic effects in model systems, additional weight of evidence can be factored for transient exposures rather than relying on chronic life-time exposures in standard bioassays (1). In addition, biomarkers derived from these studies can be utilized to assist with chemical hazard identification where there is limited information, or where more non-classical tumorigenic modes-of-action, such as epigenetics, are occurring.

## Data availability statement

The original contributions presented in the study are included in the article/**Supplementary Material** and underlying data for all figures can be accessed at DOI: 10.23719/1529544. Sequencing data is available NCBI/Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/) under accession #GSE242665. Further inquiries can be directed to the corresponding author.

## Ethics statement

The animal study was approved by EPA Institutional Animal Care and Use Committee. This study used archived samples from this original study. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

GC: Data curation, Formal analysis, Investigation, Methodology, Validation, Visualization, Writing – original draft, Writing – review & editing. JC: Data curation, Formal analysis, Methodology, Software, Writing – original draft, Writing – review & editing. BB: Data curation, Formal analysis, Methodology, Software, Writing – original draft, Writing – review & editing. PB: Formal analysis, Methodology, Resources, Supervision, Writing – original draft, Writing – review & editing. BC: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Resources, Supervision, Visualization, Writing – original draft, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

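Gene expression was measured with TempO-Seq in liver sections from 78 male B6C3F1 mice, 1 library per mouse, in 9 groups given 3.5 g/L DCA in drinking water and 4 groups of age-matched controls at 10, 32, 57 and 78 weeks. Groups were taken from the sample labels and the study design of the paper. Only the expression series was analysed here, and the methylation data were not used here.

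The deposited count table holds raw reads per probed gene, 2755 genes in 78 libraries, made by the authors by matching reads to the probes. The normalized and filtered tables hold a signal that the authors made in Partek Flow: the count plus 1 was divided by a median-ratio factor for each of 68 libraries, and the filtered table keeps 2205 genes of these values. These relations were checked on the values. The paper's rule for leaving out libraries, a Spearman R2 under 0.7, was computed here as the squared correlation with the mean over all libraries.

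The raw counts of the 68 kept libraries and the 2205 filtered genes were analysed in R 4.3.3 with edgeR 4.0.16: TMM factors, 1 quasi-likelihood model with 13 groups, and a 2-sided test of each treated group against its age-matched control, with Benjamini-Hochberg adjustment within a contrast. A DEG had an adjusted p of 0.05 or less and a fold change beyond 1.5, the paper's thresholds. Differences between the changes of 2 groups were tested as interaction terms at the adjusted p alone. Expression is given as TMM-normalized CPM, mean ± SD. DESeq2 1.42.0 and limma 3.58.1 were used for alternatives and gene lists, and Python 3.11.15 for tables. Total counts had a median of 2162678, from 541245 to 4285848. A gene without counts was bounded by 3 counts per library, the 95% limit of counting error alone.

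The genes named follow a rule fixed before the data were examined: every gene the paper's text names for expression, the genes of the table of DEGs with methylation changes in Supplementary Data 5 for its groups, Pdk1 to Pdk4 as targets of DCA, and for each contrast up to 3 DEGs with the largest rise and as many with the largest fall, among DEGs whose treated libraries all lie beyond the controls and with a mean of at least 10 CPM in 1 of the groups. Pdk1 to Pdk4 are not on the panel. Results for some of these genes are not reported here. Coordinates are those of GRCm38 in GENCODE vM21, and the counts themselves do not depend on a genome build.

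Lists of genes were written from general knowledge after reading the paper and its Supplementary Data 1, which holds fold changes of these data, and before the deposited values were seen. They are not the pathways of the paper. The 27 lists cover female-biased and male-biased liver genes, PPARA targets, cholesterol biosynthesis, unfolded protein response, NRF2 targets, xenobiotic metabolism, acute phase response, complement, coagulation, serpins, collagens, oxidative phosphorylation, the TCA cycle, HIF1A targets, proliferation, hepatocellular tumour markers, immediate-early genes, clock genes, a sex chromosome check, and markers of hepatocytes, stellate cells, cholangiocytes, macrophages, lymphocytes, endothelial and erythroid cells. Lists with at least 3 tested genes were tested with camera at a correlation of 0.01. Genes past the threshold when adjusted over the list alone were counted in either direction, at the adjusted p alone. Lists of pancreas and of brain, muscle and patterning genes were written after the values were seen.

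Distances between libraries used 15 principal components of log2 CPM with a prior count of 2 and exact 2-sided permutation tests. Each DEG count was compared with up to 100 regroupings of the same libraries, and overlaps with the number expected from the DEGs of each group. Unchanged groups were also simulated around the observed means of shared controls, which leaves out the error of the controls, so that simulation is not used. Alternatives set before the data were examined were RLE and upper-quartile factors, all genes with at least 1 count (2755), the genes of filterByExpr (2697), all 78 libraries, DESeq2 with and without independent filtering, only the compared groups, the adjusted p alone, log2 total count or the number of detected genes as a covariate, shared controls divided between the groups, each library left out in turn, 5 components, a prior count of 0.5, the authors' normalized values, fry and an estimated correlation. Added after seeing the data were the signal of other tissues as a covariate, leaving out 4 libraries with pancreas genes, thinning to 541245 counts, and leaving out libraries in the lists and distances.

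The pipeline was tested on simulated data with 200 changed genes. With 6 against 6 libraries edgeR found 149 with 5 false calls and DESeq2 165 with 14, and with 3 against 6 edgeR found 120 with 5 and DESeq2 132 with 9. Replicates were checked for copies: over 151 pairs the smallest chi-square per degree of freedom was 27.8. Libraries left out by the authors were used only in the alternative with all libraries.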

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

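The tests below on the signal of genes from other tissues, on library quality that goes with depth, on a single control library and on the sources of pancreas genes were chosen only after the result was seen. In groups of 4 to 10 libraries, the highest or lowest library was compared with the others by its gap to the nearest one, relative to the range of the group (Dixon's test at 95%). The test used log2 values for genes, total counts and the signal of other tissues and of pancreas genes, and plain values for detected genes and the share of Mup counts. Values are printed below without the log, and on that scale some of them would not pass. It lay far from the others in 15 of 185 tests, 5 of 60 for library measures and 10 of 125 for named genes, and chance gives about 1 in 20.

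Single libraries lay far from the others of their group for EBP in mouse 31 of S1-78 (27.0 CPM, others 68.4 to 105), COL1A1 in mouse 13 of S1-10 (19.3 CPM, others 40.0 to 60.7), COL4A1 in mouse 28 of S1-57 (1.28 CPM, others 11.1 to 28.8), COL4A1 in mouse 32 of S1-78 (4.70 CPM, others 23.5 to 57.3), COL4A1 in mouse 42 of S2-32 (11.3 CPM, others 31.7 to 53.3), SERPINA3N in mouse 15 of S1-10 (1295 CPM, others 113 to 234), IKBKB in mouse 41 of S2-32 (69.6 CPM, others 211 to 252), COL4A2 in mouse 32 of S1-78 (36.3 CPM, others 164 to 233), APCS in mouse 15 of S1-10 (4140.2 CPM, others 322 to 663) and CYP46A1 in mouse 40 of S2-32 (9.27 CPM, others 34.0 to 61.7). SERPINA3N and APCS were both high in mouse 15 of S1-10, and COL4A1 and COL4A2 were both low in mouse 32 of S1-78. Values of 1 mouse are not independent of each other, and the share of such values among the genes is only a little above chance. Counts of SERPINA3N may be split with its paralogs. Its log2 fold change in S1-10 was 2.42 with all libraries and 1.40 without mouse 15. No biological explanation was tested, since the design gives none for 1 mouse of a group.

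Mouse 73 of Control-32 had 721372 counts, against 1817399 to 2731045 in the others. Mouse 27 of S1-57 had 2710.2 CPM of 52 genes of brain, muscle and embryonic patterning, against 53.5 to 168 in the others. The cause of these values was not tested, and no biological explanation was tested.

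Mouse 68 of Control-10 had 681 CPM of the same genes, against 43.1 to 50.4 in the other kept libraries of its group, and Mup genes made up 0.0452% of its counts. Mouse 67 of Control-10, left out by the authors, had 6334 CPM of these genes and 0.274% of Mup counts, with UGDH as its highest gene, as in mouse 68, so mouse 68 is not the only control of this kind. Mouse 70, also left out, had 150.2 CPM and 18.9%. The DEGs of S1-10 depend on it: none was left without it, with 204 genes at an unadjusted p under 0.05, while leaving out any other library left at least 64. Its distance from the centroid of the others was 96.3, and from the centroids of other groups 61.4 to 106. In 2 groups, Control-32 and S2-78, the farthest library lay farther out than mouse 68 (81.7 against 75.8, and 79.6 against 74.3), so a mislabelled sample cannot be told apart from a divergent control, because those groups are spread too widely. A candidate explanation is RNA from another tissue in this sample. Whether a signal of 681 CPM can account for the low share of Mup counts was not tested. A true difference between mice of the control group stays open and was not tested, and so does a cause common to mice 67 and 68.

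Genes of the exocrine pancreas, which the paper does not report, were found in single libraries. Mouse 36 of S1-78 had 19898 CPM over 14 pancreas genes, mouse 47 of S2-78 13049, mouse 17 of S1-10 3329 and mouse 19 of S1-32 1362, while the highest of the other kept libraries had 403. In these libraries at least 8 of 10 acinar genes were over 10 times the group's median, as pancreas tissue in the sample could give. Acinar genes of the list that the authors' filtered table keeps numbered 7. Of 8 libraries over 1000 CPM, 4 were left out by the authors, 1 of them untreated (mouse 67 of Control-10). Up to 3 of them came from 1 treated group, Direct-78, all left out, so an effect of DCA exposure cannot be told apart from sampling, because the libraries are too few.

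The changes in S1-10 and Direct-78 differed by an interaction test in 745 of 2205 genes at an adjusted p of 0.05 from edgeR (997 at an unadjusted p under 0.05), and 1 of 100 splits of the libraries, the real one included, gave as many. Of the 15 genes named for both contrasts 10 passed, with these differences in log2 fold change: SDPR (-1.98, adjusted p = 0.00232), CTNND1 (-3.22, adjusted p = 0.000115), C9 (5.21, adjusted p = 0.000888), COL1A1 (-3.12, adjusted p = 0.00699), CEBPB (-2.34, adjusted p = 0.0139), SERPINA3K (4.98, adjusted p = 0.00194), SERPINA3M (4.08, adjusted p = 0.0142), SERPINA3N (6.45, adjusted p = 0.00300), SERPIND1 (2.75, adjusted p = 0.000648) and STAT5B (1.75, adjusted p = 0.0249). Thinning every library to equal depth left 682 genes, which argues against unequal depth as such. With the signal of other tissues as a covariate 332 were left, so that signal is not the whole cause. The number without mouse 68 was 452, so the interaction does not rest on it alone. The DEGs common to both groups, all opposite, fell to 0 without it, but no gene was then a DEG in S1-10 (with 204 at an unadjusted p under 0.05), so this 0 decides nothing on the effect of 1 control library on the opposite changes. Library quality that goes with depth cannot be told apart from exposure: with log2 total count as a covariate 11 genes were left, because totals and treatment are confounded in Direct-78. Age and length of exposure differ between the groups and stay open, untested.

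Between S1-32 and S3-78 the changes differed in 754 genes (974 at an unadjusted p under 0.05), and 1 of 100 splits gave as many. Of the 8 genes named for both contrasts 3 passed: CTNND1 (-2.76, adjusted p = 0.00105), CEBPB (-2.11, adjusted p = 0.0170) and MUP15 (9.99, adjusted p = 0.00146). After thinning, 675 genes were left, against unequal depth as such. With the signal of other tissues as a covariate 20 were left. This cannot decide whether the signal is a cause, because it set both groups apart from their controls. It was at most 50.5 CPM in S1-32 and at least 60.0 in Control-32. In S3-78 the signal was at least 229 CPM, and in Control-78 at most 126. With log2 total count as a covariate 0 genes passed, with 158 at an unadjusted p under 0.05, and library quality that goes with depth cannot be told apart from exposure, because the totals of both groups lie apart from those of their controls. Age and length of exposure stay open, untested. Over all named genes, 45 and 38 of 74 passed in the 2 interaction tests.

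The paper does not report the difference between untreated mice of 10 and 78 weeks, in which 87 genes were DEGs (52 higher, 35 lower; 379 at an unadjusted p under 0.05), and 1 of 100 splits gave as many. With RLE factors 38 were higher and 51 lower, and with upper-quartile factors 30 and 52, so the split depends on the scaling. The number was 52 without mouse 71 of Control-10, 104 without mouse 85 of Control-78 and 57 without mouse 68. From 10 to 32 weeks there were 35 DEGs, from 10 to 57 weeks 76 and from 32 to 78 weeks 17. After thinning to equal depth 71 were left, against depth as the cause. Age, and any batch that goes with it, stay open.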

How the results depend on the processing

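Unless stated otherwise, the alternatives were chosen before the data were examined. Leaving out single libraries in the gene sets and the distances was added after seeing the data. Among the numbers of DEGs, common DEGs and genes with different changes, the values stayed within 1.5 times the reported ones when the fold threshold was dropped (22 results), with the genes of filterByExpr (24) and with all genes of at least 1 count (24). On the unadjusted exact permutation p, the 9 centroid distances kept their side of 0.05 with 5 components, with a prior count of 0.5 and with the authors' normalized values. On the p adjusted over the 9 groups, S3-57 came under it with 5 components (0.0468) and S2-32 and S3-57 with the authors' values (0.0422 and 0.0422). With RLE factors the numbers of DEGs, of common DEGs of 2 groups, of genes with different changes and of passing gene sets, and the shares of opposite directions, stayed within 1.5 times (25 results), but the DEGs common to S1-10, S2-32 and Direct-78, which are not among these, went from 4 to 8. For the 150 named values, the direction and side of the threshold stayed in 130 with RLE factors, 123 with DESeq2, 101 with all 78 libraries and 93 with log2 total count as a covariate, and 33 stayed in all settings run. Another 8 were weaker and 8 stronger with RLE factors, 1 weaker and 22 stronger with DESeq2, 40 weaker and 2 stronger with all 78 libraries, and 41 weaker and 4 stronger with the total count covariate. The gene set count stayed within 1.5 times with fry. Where the fit holds only the compared groups or loses libraries, fewer samples estimate the spread. For the other changes below, the cause was not tested.

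With all 78 libraries, DEGs numbered 236 in S1-10, 307 in S1-32, 2 in S1-57, 17 in S1-78, 68 in S2-32, 14 in S2-78, 12 in S3-57 and 38 between control mice of 10 and 78 weeks. Common DEGs numbered 169 in S1-10 and Direct-78, 21 in S2-32 and Direct-78, 10 in S3-57 and Direct-78, 135 in S1-10 and S1-32, 39 in S1-32 and S3-78, 43 in S1-32 and S2-32 and 5 in S1-78 and S2-78. The share of common DEGs with opposite directions was 71.8% for S1-32 and S3-78. The centroid distance was 41.7 for S3-57. The log2 fold change reversed to -0.45 for COL4A1 in S1-10, -0.19 for COL4A1 in S3-57, 0.97 for COL4A1 in Direct-78, 0.53 for CEBPB in S2-78, -0.19 for CEBPB in S3-78, 0.032 for PPARA in S1-10 and -0.22 for PPARA in Direct-78. With RLE factors, the log2 fold change reversed to -0.023 for EBP in S1-10, 0.11 for COL4A1 in Direct-78, 0.057 for CEBPB in S3-57 and 0.016 for HIF1A in Direct-78. With upper-quartile factors, common DEGs numbered 62 in S1-10 and Direct-78. With DESeq2 without independent filtering, DEGs numbered 242 in S1-10, 71 in S1-57, 96 in S1-78, 394 in S2-32, 105 in S2-78, 214 in S3-57 and 162 between control mice of 10 and 78 weeks. Common DEGs numbered 101 in S1-10 and Direct-78, 93 in S2-32 and Direct-78, 157 in S1-10 and S1-32, 129 in S1-32 and S3-78, 283 in S1-32 and S2-32 and 37 in S1-78 and S2-78. The share of common DEGs with opposite directions was 65.9% for S1-32 and S3-78. The log2 fold change reversed to -0.023 for EBP in S1-10, 0.11 for COL4A1 in Direct-78, 0.057 for CEBPB in S3-57 and 0.016 for HIF1A in Direct-78. With DESeq2 and its default filtering, DEGs numbered 244 in S1-10, 103 in S1-57, 85 in S1-78, 393 in S2-32, 97 in S2-78, 247 in S3-57 and 165 between control mice of 10 and 78 weeks. Common DEGs numbered 103 in S1-10 and Direct-78, 95 in S2-32 and Direct-78, 85 in S3-57 and Direct-78, 158 in S1-10 and S1-32, 135 in S1-32 and S3-78, 283 in S1-32 and S2-32 and 32 in S1-78 and S2-78. Opposite directions made up 67.4% for S1-32 and S3-78 of common DEGs. With only the compared groups in the fit, DEGs numbered 2 in S1-57, 0 in S1-78 (338 at an unadjusted p under 0.05), 0 in S2-78 (258 at an unadjusted p under 0.05), 82 in S3-57, 310 in Direct-78, 45 in Direct-78 against S1-78 and 39 between control mice of 10 and 78 weeks. Common DEGs numbered 24 in S2-32 and Direct-78, 18 in S3-57 and Direct-78, 90 in S3-78 and Direct-78 and 0 in S1-78 and S2-78. The share of common DEGs with opposite directions was 79.8% for S1-32 and S3-78. With the log2 total as a covariate, DEGs numbered 72 in S1-10, 36 in S1-32, 57 in S1-57, 223 in S3-57, 117 in S3-78, 11 in Direct-78 and 9 in Direct-78 against S1-78. Common DEGs numbered 1 in S1-10 and Direct-78, 0 in S2-32 and Direct-78, 1 in S3-57 and Direct-78, 5 in S1-10 and S1-32, 6 in S1-32 and S3-78, 19 in S1-32 and S2-32 and 2 in S3-78 and Direct-78. Genes with different changes numbered 11 for S1-10 and Direct-78 and 0 for S1-32 and S3-78 (158 at an unadjusted p under 0.05). Opposite directions made up 0% for S1-32 and S3-78 of common DEGs. Reversals gave log2 fold changes of 0.35 for CTNND1 in S1-32, -0.21 for COL4A1 in S1-32, 0.034 for COL4A1 in S1-57, 1.29 for COL4A1 in Direct-78, -0.89 for CEBPB in S3-78, -1.96 for CEBPB in Direct-78, 0.28 for SERPINA3M in Direct-78, 0.33 for SERPIND1 in Direct-78, 0.94 for HIF1A in Direct-78, 1.53 for STAT5B in Direct-78, -0.25 for PPARA in Direct-78 and 0.21 for ABCC2 in Direct-78. With the number of detected genes as a covariate, DEGs numbered 410 in S1-32, 64 in S1-78, 64 in S2-78, 179 in Direct-78 and 113 in Direct-78 against S1-78. Common DEGs numbered 7 in S1-10 and Direct-78, 6 in S2-32 and Direct-78, 12 in S3-57 and Direct-78, 36 in S1-10 and S1-32, 35 in S1-32 and S3-78, 52 in S3-78 and Direct-78 and 19 in S1-78 and S2-78. Genes with different changes numbered 337 for S1-10 and Direct-78 and 491 for S1-32 and S3-78. The share of common DEGs with opposite directions was 37.1% for S1-32 and S3-78. With the shared controls divided between the groups, common DEGs numbered 24 in S1-32 and S2-32, 50 in S3-78 and Direct-78 and 1 in S1-78 and S2-78. With the correlation between genes estimated in camera, 0 gene set tests passed.

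The next alternatives were chosen after seeing the data. With the signal of brain, muscle and patterning genes as a covariate, DEGs numbered 43 in S1-10, 192 in S1-32, 140 in S1-78, 157 in S3-78 and 270 in Direct-78. Common DEGs numbered 9 in S1-10 and Direct-78, 26 in S2-32 and Direct-78, 12 in S1-10 and S1-32, 17 in S1-32 and S3-78, 67 in S1-32 and S2-32 and 58 in S3-78 and Direct-78. Genes with different changes numbered 332 for S1-10 and Direct-78 and 20 for S1-32 and S3-78. The share of common DEGs with opposite directions was 0% for S1-32 and S3-78. Reversals gave log2 fold changes of 0.013 for CTNND1 in S1-32, -0.019 for COL4A1 in S3-57, -0.31 for CEBPB in S3-78, -0.29 for CEBPB in Direct-78 and 0.042 for HIF1A in Direct-78. Without the 4 kept libraries with over 1000 CPM of pancreas genes, DEGs numbered 23 in S1-78. With each library thinned to 541245 counts, DEGs numbered 20 in S1-57. Reversals gave log2 fold changes of -0.25 for COL4A1 in S3-57 and 0.033 for HIF1A in Direct-78. Among the named values, 112 stayed with the signal covariate (29 weaker, 4 stronger), 136 after thinning (9 weaker, 3 stronger) and 142 without the pancreas libraries (5 weaker, 3 stronger).

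Leaving out 1 library at a time gave these ranges. The values ran from 0 (without mouse 68 of Control-10) to 151 (without mouse 69 of Control-10) for DEGs of S1-10, from 52 (without mouse 71 of Control-10) to 104 (without mouse 85 of Control-78) for DEGs between control mice of 10 and 78 weeks, from 452 (without mouse 68 of Control-10) to 854 (without mouse 65 of Direct-78) for genes with different changes in S1-10 and Direct-78 and from 0 (without mouse 68 of Control-10) to 60 (without mouse 86 of Control-78) for common DEGs of S1-10 and Direct-78. They ran from 0 (without mouse 68 of Control-10) to 88 (without mouse 69 of Control-10) for common DEGs of S1-10 and S1-32, from -0.16 (without mouse 72 of Control-10) to 0.46 (without mouse 71 of Control-10) for EBP in S1-10, from -0.065 (without mouse 15 of S1-10) to 0.37 (without mouse 72 of Control-10) for COL4A1 in S1-10 and from 372 (without mouse 75 of Control-32) to 887 (without mouse 74 of Control-32) for DEGs of S1-32. Values were from 121 (without mouse 75 of Control-32) to 502 (without mouse 74 of Control-32) for DEGs of S2-32, from 498 (without mouse 59 of S3-78) to 877 (without mouse 74 of Control-32) for genes with different changes in S1-32 and S3-78, from 12 (without mouse 64 of Direct-78) to 130 (without mouse 74 of Control-32) for common DEGs of S2-32 and Direct-78 and from 32 (without mouse 78 of Control-32) to 90 (without mouse 74 of Control-32) for common DEGs of S1-32 and S3-78. Further, they ran from 69 (without mouse 75 of Control-32) to 406 (without mouse 74 of Control-32) for common DEGs of S1-32 and S2-32, from 32.1% (without mouse 59 of S3-78) to 73.5% (without mouse 86 of Control-78) for opposite share of S1-32 and S3-78, from 6 (without mouse 82 of Control-57) to 36 (without mouse 79 of Control-57) for DEGs of S1-57 and from 55 (without mouse 51 of S3-57) to 184 (without mouse 84 of Control-57) for DEGs of S3-57. Ranges were from 23 (without mouse 51 of S3-57) to 63 (without mouse 65 of Direct-78) for common DEGs of S3-57 and Direct-78, from -0.38 (without mouse 29 of S1-57) to 0.28 (without mouse 84 of Control-57) for COL1A1 in S1-57, from -0.70 (without mouse 27 of S1-57) to 1.17 (without mouse 84 of Control-57) for COL4A1 in S1-57 and from -0.51 (without mouse 51 of S3-57) to 1.60 (without mouse 84 of Control-57) for COL4A1 in S3-57. The values ran from -0.46 (without mouse 51 of S3-57) to 0.29 (without mouse 82 of Control-57) for CEBPB in S3-57, from 20 (without mouse 36 of S1-78) to 75 (without mouse 32 of S1-78) for DEGs of S1-78, from 22 (without mouse 90 of Control-78) to 46 (without mouse 45 of S2-78) for DEGs of S2-78 and from 148 (without mouse 55 of S3-78) to 316 (without mouse 86 of Control-78) for DEGs of S3-78. They ran from 216 (without mouse 64 of Direct-78) to 633 (without mouse 86 of Control-78) for DEGs of Direct-78, from 67 (without mouse 64 of Direct-78) to 173 (without mouse 86 of Control-78) for common DEGs of S3-78 and Direct-78, from 2 (without mouse 90 of Control-78) to 19 (without mouse 32 of S1-78) for common DEGs of S1-78 and S2-78 and from -0.49 (without mouse 55 of S3-78) to 0.53 (without mouse 56 of S3-78) for COL4A1 in S3-78. Values were from -1.01 (without mouse 66 of Direct-78) to 0.40 (without mouse 65 of Direct-78) for COL4A1 in Direct-78, from -0.050 (without mouse 55 of S3-78) to 0.39 (without mouse 59 of S3-78) for CEBPB in S3-78, from -1.44 (without mouse 65 of Direct-78) to 0.25 (without mouse 66 of Direct-78) for HIF1A in Direct-78 and from -0.35 (without mouse 64 of Direct-78) to 0.66 (without mouse 65 of Direct-78) for PPARA in Direct-78. Further, they ran from 232 (without mouse 66 of Direct-78) to 723 (without mouse 32 of S1-78) for DEGs of Direct-78 against S1-78, from 28.9 (without mouse 36 of S1-78) to 35.2 (without mouse 32 of S1-78) for the distance of S1-78, from 42.6 (without mouse 78 of Control-32) to 58.2 (without mouse 74 of Control-32) for the distance of S2-32 and from 32.4 (without mouse 87 of Control-78) to 39.2 (without mouse 47 of S2-78) for the distance of S2-78. Ranges were from 28.7 (without mouse 51 of S3-57) to 35.9 (without mouse 54 of S3-57) for the distance of S3-57. Of the named values, 1358 fits kept direction and side of the threshold, 189 were weaker, 32 stronger and 30 reversed.

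No paired analysis was possible because each library is a different mouse and no number links treated and control mice. All alternatives set before the data were examined were run, though not each of them for the named genes. For named genes they were RLE factors, all 78 libraries, DESeq2 without independent filtering, log2 total count as a covariate and leaving out each library. Depth limits the weakly expressed genes of Direct-78 most, since its largest library has 699825 counts, and a gene without counts there is bounded by 3 counts per library.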

Differences from the paper's values

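Which choices were set before the data were examined is given above, and the settings named here are of that kind unless a sentence says otherwise.

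For DEGs (S1-10), the value here was 121 against the paper's 233. Values of 236 with all 78 libraries, 242 with DESeq2 without independent filtering, 244 with DESeq2 with default filtering and 170 with only the compared groups lay within 1.5 times of it. Others gave 141 with RLE factors, 148 with upper-quartile factors, 96 with all genes of at least 1 count, 112 with filterByExpr's genes, 121 with no fold threshold, 72 with the total count covariate and 102 with the detected genes covariate, and 0 of 10 fits without 1 library came within it.

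For DEGs (S1-57), the value here was 35 against the paper's 62. Values of 71 with DESeq2 without independent filtering and 57 with the total count covariate lay within 1.5 times of it. The remaining settings gave 28 with RLE factors, 28 with upper-quartile factors, 26 with all genes of at least 1 count, 35 with filterByExpr's genes, 2 with all 78 libraries, 103 with DESeq2 with default filtering, 2 with only the compared groups, 35 with no fold threshold and 39 with the detected genes covariate, and 0 of 12 fits without 1 library came within it.

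For DEGs (S1-78), the value here was 40 against the paper's 79. Values of 96 with DESeq2 without independent filtering, 85 with DESeq2 with default filtering and 64 with the detected genes covariate lay within 1.5 times of it. Outside that range lay 38 with RLE factors, 44 with upper-quartile factors, 49 with all genes of at least 1 count, 51 with filterByExpr's genes, 17 with all 78 libraries, 0 with only the compared groups, 40 with no fold threshold and 47 with the total count covariate, and 1 of 12 fits without 1 library came within it.

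For DEGs (S2-32), the value here was 235 against the paper's 403. Values of 281 with RLE factors, 310 with upper-quartile factors, 394 with DESeq2 without independent filtering and 393 with DESeq2 with default filtering lay within 1.5 times of it. Farther off were 230 with all genes of at least 1 count, 248 with filterByExpr's genes, 68 with all 78 libraries, 167 with only the compared groups, 236 with no fold threshold, 200 with the total count covariate and 202 with the detected genes covariate, and 4 of 12 fits without 1 library came within it.

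For DEGs (S2-78), the value here was 36 against the paper's 102. Values of 105 with DESeq2 without independent filtering and 97 with DESeq2 with default filtering lay within 1.5 times of it. Others gave 43 with RLE factors, 40 with upper-quartile factors, 34 with all genes of at least 1 count, 35 with filterByExpr's genes, 14 with all 78 libraries, 0 with only the compared groups, 36 with no fold threshold, 44 with the total count covariate and 64 with the detected genes covariate, and 0 of 10 fits without 1 library came within it.

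For DEGs (S3-78), the value here was 294 against the paper's 476. Values of 404 with DESeq2 without independent filtering, 420 with DESeq2 with default filtering and 318 with the detected genes covariate lay within 1.5 times of it. The remaining settings gave 305 with RLE factors, 303 with upper-quartile factors, 276 with all genes of at least 1 count, 289 with filterByExpr's genes, 255 with all 78 libraries, 248 with only the compared groups, 294 with no fold threshold and 117 with the total count covariate, and 0 of 10 fits without 1 library came within it.

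For shared DEGs (S1-10 and Direct-78), the value here was 41 against the paper's 70. Values of 59 with RLE factors, 62 with upper-quartile factors, 101 with DESeq2 without independent filtering, 103 with DESeq2 with default filtering and 52 with only the compared groups lay within 1.5 times of it. Outside that range lay 31 with all genes of at least 1 count, 34 with filterByExpr's genes, 169 with all 78 libraries, 41 with no fold threshold, 1 with the total count covariate and 7 with the detected genes covariate, and 3 of 19 fits without 1 library came within it.

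For shared DEGs (S2-32 and Direct-78), the value here was 48 against the paper's 80. Values of 57 with RLE factors, 58 with upper-quartile factors, 93 with DESeq2 without independent filtering and 95 with DESeq2 with default filtering lay within 1.5 times of it. Farther off were 33 with all genes of at least 1 count, 37 with filterByExpr's genes, 21 with all 78 libraries, 24 with only the compared groups, 48 with no fold threshold, 0 with the total count covariate and 6 with the detected genes covariate, and 5 of 21 fits without 1 library came within it.

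For shared DEGs (S1-10 and S1-32), the value here was 71 against the paper's 136. Values of 99 with upper-quartile factors, 135 with all 78 libraries, 157 with DESeq2 without independent filtering, 158 with DESeq2 with default filtering and 102 with only the compared groups lay within 1.5 times of it. Others gave 88 with RLE factors, 53 with all genes of at least 1 count, 67 with filterByExpr's genes, 71 with no fold threshold, 5 with the total count covariate and 36 with the detected genes covariate, and 0 of 22 fits without 1 library came within it.

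For shared DEGs (S1-32 and S3-78), the value here was 64 against the paper's 155. Values of 129 with DESeq2 without independent filtering and 135 with DESeq2 with default filtering lay within 1.5 times of it. The remaining settings gave 70 with RLE factors, 78 with upper-quartile factors, 53 with all genes of at least 1 count, 65 with filterByExpr's genes, 39 with all 78 libraries, 84 with only the compared groups, 64 with no fold threshold, 6 with the total count covariate and 35 with the detected genes covariate, and 0 of 22 fits without 1 library came within it.

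For shared DEGs (S1-32 and S2-32), the value here was 168 against the paper's 281. Values of 200 with RLE factors, 218 with upper-quartile factors, 283 with DESeq2 without independent filtering and 283 with DESeq2 with default filtering lay within 1.5 times of it. Outside that range lay 158 with all genes of at least 1 count, 185 with filterByExpr's genes, 43 with all 78 libraries, 128 with only the compared groups, 169 with no fold threshold, 19 with the total count covariate, 114 with the detected genes covariate and 24 with the shared controls divided, and 4 of 18 fits without 1 library came within it.

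For percent of S2-32 DEGs shared (S2-32 and Direct-78), the value here was 20.4% against the paper's 43%. Values of 30.9% with all 78 libraries lay within 1.5 times of it. Farther off were 20.3% with RLE factors, 18.7% with upper-quartile factors, 0% with the total count covariate, 23.6% with DESeq2 without independent filtering, 14.4% with only the compared groups, 14.3% with all genes of at least 1 count, 14.9% with filterByExpr's genes, 2.97% with the detected genes covariate, 24.2% with DESeq2 with default filtering and 20.3% with no fold threshold. The paper does not state what its percentage is taken of. Its own counts, 80 shared of 403 S2-32 DEGs, do not give 43% with the S2-32 DEGs as the whole. Taken instead as DEGs shared with any other continuous group, the S2-32 value here was 33.2%, within 1.5 times of the paper's. The gap thus depends on the definition.

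For DEGs in all of these groups (S1-10, S2-32 and Direct-78), the value here was 4 against the paper's 18. Values of 12 with all 78 libraries, 17 with DESeq2 without independent filtering and 19 with DESeq2 with default filtering lay within 1.5 times of it. Others gave 8 with RLE factors, 7 with upper-quartile factors, 0 with the total count covariate, 4 with only the compared groups, 3 with all genes of at least 1 count, 3 with filterByExpr's genes, 1 with the detected genes covariate and 4 with no fold threshold.

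For DEGs in all of these groups (S1-10, S2-32, S3-57 and Direct-78), the value here was 0 against the paper's 2. None of the alternatives came within 1.5 times of it, and they gave 0 with RLE factors, 0 with upper-quartile factors, 0 with all 78 libraries, 0 with the total count covariate, 1 with DESeq2 without independent filtering, 0 with only the compared groups, 0 with all genes of at least 1 count, 0 with filterByExpr's genes, 0 with the detected genes covariate, 1 with DESeq2 with default filtering and 0 with no fold threshold.

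For DEGs in all of these groups (all 9 treated groups), the value here was 0 against the paper's 1. None of the alternatives came within 1.5 times of it, and they gave 0 with RLE factors, 0 with upper-quartile factors, 0 with all 78 libraries, 0 with the total count covariate, 0 with DESeq2 without independent filtering, 0 with only the compared groups, 0 with all genes of at least 1 count, 0 with filterByExpr's genes, 0 with the detected genes covariate, 0 with DESeq2 with default filtering and 0 with no fold threshold.

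The paper's methods name DESeq2 for its tests. According to the paper, Cavin2 (SDPR) was a DEG at every timepoint. SDPR in S1-10 had a log2 fold change of -0.91 (adjusted p = 0.0986 from edgeR), and it was called with DESeq2 without independent filtering (log2 fold change -0.96, adjusted p = 0.0383). SDPR in S1-57 had a log2 fold change of 1.07 (adjusted p = 0.0606 from edgeR), and it was called with RLE factors (log2 fold change 1.23, adjusted p = 0.0205), DESeq2 without independent filtering (log2 fold change 1.23, adjusted p = 0.00505) and the total count covariate (log2 fold change 1.11, adjusted p = 0.0389) and without mouse 80 of Control-57 and mouse 28 of S1-57 and with alternatives chosen after seeing the values, namely libraries thinned to equal depth (log2 fold change 1.39, adjusted p = 0.0341). SDPR in S2-32 had a log2 fold change of 0.85 (adjusted p = 0.0635 from edgeR), and it was called without mouse 74 of Control-32 and mouse 41 of S2-32. SDPR in S2-78 had a log2 fold change of 1.15 (adjusted p = 0.0599 from edgeR), and it was called with RLE factors (log2 fold change 1.34, adjusted p = 0.0151) and DESeq2 without independent filtering (log2 fold change 1.34, adjusted p = 0.00510) and without mouse 47 of S2-78 and with alternatives chosen after seeing the values, namely the 4 libraries with pancreas genes left out (log2 fold change 1.35, adjusted p = 0.0292) and libraries thinned to equal depth (log2 fold change 1.62, adjusted p = 0.0152). SDPR in S3-57 had a log2 fold change of 0.91 (adjusted p = 0.0706 from edgeR), and it was called with RLE factors (log2 fold change 1.02, adjusted p = 0.0328) and DESeq2 without independent filtering (log2 fold change 1.02, adjusted p = 0.0168) and without mouse 80 of Control-57, mouse 50 of S3-57 and mouse 53 of S3-57 and with alternatives chosen after seeing the values, namely libraries thinned to equal depth (log2 fold change 1.25, adjusted p = 0.0280).

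The paper counts C9 among the DEGs of all timepoints of continuous exposure. C9 in S1-10 had a log2 fold change of 1.97 (adjusted p = 0.106 from edgeR), and it was called with all 78 libraries (log2 fold change 2.13, adjusted p = 0.0371) and DESeq2 without independent filtering (log2 fold change 1.96, adjusted p = 0.0354). Col4a1 is among the genes it gives as altered in S1 and S2. Here COL4A1 was a DEG in none of the 9 groups, with an unadjusted p under 0.05 in S1-78, S2-32 and S2-78. COL4A1 in S1-78 had a log2 fold change of 1.66 (adjusted p = 0.164 from edgeR), and no setting that was run called it. COL4A1 in S2-32 had a log2 fold change of 1.36 (adjusted p = 0.146 from edgeR), and no setting that was run called it. COL4A1 in S2-78 had a log2 fold change of 1.95 (adjusted p = 0.120 from edgeR), and it was called with DESeq2 without independent filtering (log2 fold change 2.15, adjusted p = 0.0360) and the total count covariate (log2 fold change 2.78, adjusted p = 0.0476). Cebpb is given for the same groups, and here CEBPB was a DEG in S1-10 and S1-32 but in no S2 group. CEBPB in S1-78 had a log2 fold change of -1.42 (adjusted p = 0.100 from edgeR), and it was called with the total count covariate (log2 fold change -2.00, adjusted p = 0.00769) and without mouse 32 of S1-78 and with alternatives chosen after seeing the values, namely the signal of other tissues as a covariate (log2 fold change -2.03, adjusted p = 0.00900). CEBPB in S2-32 had a log2 fold change of -1.28 (adjusted p = 0.0666 from edgeR), and it was called with DESeq2 without independent filtering (log2 fold change -1.42, adjusted p = 0.0231) and without mouse 74 of Control-32 and with alternatives chosen after seeing the values, namely the 4 libraries with pancreas genes left out (log2 fold change -1.28, adjusted p = 0.0473). CEBPB in S2-78 had a log2 fold change of -0.47 (adjusted p = 0.727 from edgeR), and no setting that was run called it. Col1a1, given as specific to S1 and S2, passed in S3-78 under some settings: COL1A1 in S3-78 had a log2 fold change of 1.55 (adjusted p = 0.0827 from edgeR), and it was called with RLE factors (log2 fold change 1.83, adjusted p = 0.0393) and DESeq2 without independent filtering (log2 fold change 1.84, adjusted p = 0.0218) and without mouse 56 of S3-78.

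The paper gives Irs1, Ctnnd1 and Ebp the same trend at all timepoints. CTNND1 was lower in S1-10 (-1.52) and S1-32 (-0.35) and higher in the others, and EBP had a log2 fold change of 0.039 in S1-10 and was lower in the others. With RLE factors EBP in S1-10 was at -0.023.

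Hes1 is given by the paper as higher in S1-78. HES1 in S1-78 had a log2 fold change of 1.17 (adjusted p = 0.0703 from edgeR), and it was called with DESeq2 without independent filtering (log2 fold change 1.26, adjusted p = 0.0183) and without mouse 32 of S1-78 and mouse 35 of S1-78. Its Supplementary Data 5 lists further genes as differentially expressed. ADM in S1-10 had a log2 fold change of -1.57 (adjusted p = 0.0580 from edgeR), and it was called with RLE factors (log2 fold change -1.78, adjusted p = 0.0375) and DESeq2 without independent filtering (log2 fold change -1.78, adjusted p = 0.0190) and without mouse 71 of Control-10, mouse 72 of Control-10 and mouse 18 of S1-10. PTGER1 in S1-32 had a log2 fold change of -2.25 (adjusted p = 0.0774 from edgeR), and it was called with DESeq2 without independent filtering (log2 fold change -2.63, adjusted p = 0.0208) and without mouse 73 of Control-32, mouse 74 of Control-32 and mouse 77 of Control-32. RUNX1T1 in S1-32 had a log2 fold change of -2.19 (adjusted p = 0.0560 from edgeR), and it was called with RLE factors (log2 fold change -2.45, adjusted p = 0.0388) and DESeq2 without independent filtering (log2 fold change -2.48, adjusted p = 0.0110) and without mouse 73 of Control-32, mouse 74 of Control-32, mouse 76 of Control-32 and mouse 77 of Control-32. COL4A2 in S2-78 had a log2 fold change of 1.38 (adjusted p = 0.0610 from edgeR), and it was called with RLE factors (log2 fold change 1.57, adjusted p = 0.0321), DESeq2 without independent filtering (log2 fold change 1.57, adjusted p = 0.0139) and the total count covariate (log2 fold change 1.91, adjusted p = 0.0214) and without mouse 47 of S2-78 and with alternatives chosen after seeing the values, namely the 4 libraries with pancreas genes left out (log2 fold change 1.70, adjusted p = 0.0199). HSPA1B in S2-78 had a log2 fold change of -2.43 (adjusted p = 0.116 from edgeR), and it was called with DESeq2 without independent filtering (log2 fold change -2.19, adjusted p = 0.0455).

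Serpins are described in the paper as under control levels by 78 weeks. SERPIND1 in Direct-78 had a log2 fold change of -0.97 (adjusted p = 0.0937 from edgeR), and it was called with all 78 libraries (log2 fold change -1.55, adjusted p = 0.0250). Predicted PPARα activity is described as lower in S1-10 and higher in Direct-78, while the PPARA targets tested here did not pass in S1-10 (6 higher and 12 lower of 18, adjusted p = 0.170, 0.164 to 0.864 over the alternatives; 0.00913 without mouse 68 of Control-10) or Direct-78 (7 higher and 11 lower of 18, adjusted p = 0.666, 0.528 to 0.940 over the alternatives).

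The lists tested here are not the pathways of the paper. For S1 and S2, the paper describes the unfolded protein response as lower early, and its genes were higher in S1-10 (14 higher and 4 lower of 18, adjusted p = 0.00895, 0.00585 to 0.598 over the alternatives; 0.0515 without mouse 68 of Control-10). Oxidative phosphorylation, described as lower, did not pass in S1-10 (9 higher and 12 lower of 21, adjusted p = 0.564, 0.557 to 0.897 over the alternatives) or S2-32 (9 higher and 12 lower of 21, adjusted p = 0.519, 0.395 to 0.895 over the alternatives). Hif1a signaling is described as lower in S1 and S2 and higher in S3-78, and HIF1A targets did not pass in S1-10 (3 higher and 6 lower of 9, adjusted p = 0.120), S2-32 (3 higher and 6 lower of 9, adjusted p = 0.346) or S3-78 (7 higher and 2 lower of 9, adjusted p = 0.589). Acute phase signaling is described as higher in S1 and S2, and the list did not pass in S2-32 (9 higher and 7 lower of 16, adjusted p = 0.941, 0.775 to 0.974 over the alternatives). The NRF2 response is described as lower in S3 and Direct, and NRF2 targets did not pass in Direct-78 (13 higher and 14 lower of 27, adjusted p = 0.956, 0.155 to 0.972 over the alternatives).

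The paper describes S1-78 and S2-78 as more variable than S3-78 and Direct-78. The mean distance of libraries from their centroid was 37.2 in S1-78, 50.1 in S2-78, 34.4 in S3-78 and 58.6 in Direct-78. The latter groups are described as the most alike, and their centroids were 59.1 apart, against 26.9 for S1-78 and S2-78. For S1-57 and S1-78, described as separate from controls, exact 2-sided permutation tests of the distance gave p = 0.260 and 0.0909.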

Other observations

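The tests below on the scaling of Direct-78, on clock genes other than Dbp and on weaker male-biased expression were chosen only after the result was seen.

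Libraries were also regrouped at random within each comparison, the real grouping included. As many DEGs as in the real split were found in 1 of 100 splits for S1-10, 1 of 100 splits for S1-32, 2 of 100 splits for S1-57, 2 of 100 splits for S1-78, 2 of 100 splits for S2-32, 5 of 100 splits for S2-78, 1 of 100 splits for S3-57, 1 of 100 splits for S3-78, 2 of 84 splits for Direct-78 and 2 of 84 splits for Direct-78 against S1-78. For S2-78, where other splits reached 204 DEGs, the share of such splits is not under 0.05, so its number of DEGs is not beyond what regrouping gives. The largest number in another split was 31 (real split 121) for S1-10, 513 (real split 642) for S1-32, 36 (real split 35) for S1-57, 126 (real split 40) for S1-78, 308 (real split 235) for S2-32, 29 (real split 141) for S3-57, 52 (real split 294) for S3-78, 606 (real split 539) for Direct-78 and 707 (real split 540) for Direct-78 against S1-78. As many common DEGs were found in 1 of 100 splits for S1-10 and Direct-78, 1 of 100 splits for S2-32 and Direct-78, 1 of 100 splits for S3-57 and Direct-78, 1 of 100 splits for S1-10 and S1-32, 1 of 100 splits for S1-32 and S3-78, 1 of 100 splits for S1-32 and S2-32, 1 of 100 splits for S3-78 and Direct-78 and 2 of 100 splits for S1-78 and S2-78. Regrouped libraries rarely give a DEG in both groups (median 0 for each pair), so these counts of splits say no more of an overlap than the numbers of DEGs do. Given the numbers of DEGs, the common ones were 41 against 29.6 expected for S1-10 and Direct-78, 48 against 57.4 expected for S2-32 and Direct-78, 51 against 34.5 expected for S3-57 and Direct-78, 71 against 35.2 expected for S1-10 and S1-32, 64 against 85.6 expected for S1-32 and S3-78, 168 against 68.4 expected for S1-32 and S2-32, 145 against 71.9 expected for S3-78 and Direct-78 and 12 against 0.653 expected for S1-78 and S2-78, so those of S2-32 and Direct-78 and of S1-32 and S3-78 were fewer than expected. For gene sets, 4 of 100 splits gave as many passing tests as the 61 found, with a median of 34 in the others, so many of these calls are expected without a treatment effect.

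In Direct-78, 23.4% of DEGs were higher with TMM and 49.7% with upper-quartile factors, so the normalization is a candidate explanation for the excess of lower genes. In 20 divisions of Control-78 into 3 and 3 libraries, with 1 part thinned to the totals of Direct-78, at most 8 genes were DEGs (median 1), and thinning all libraries left 429 DEGs in Direct-78, which argues against the number of reads as the cause. Lower quality of the RNA in these libraries was not separated from DCA exposure.

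Dbp (listed as DBP), a gene with a strong daily rhythm, fell in S1-57 by 4.18 on the log2 scale (adjusted p = 0.0319 from edgeR). DBP lost its S1-57 call in 8 of 12 fits without 1 library, and its largest adjusted p was 0.0797, at -3.96, without mouse 30 of S1-57. The contrast of DBP with CRY1 and NFIL3, which peak at another time of day, was -5.35 (exact 2-sided permutation p = 0.00216, 0.0195 adjusted over 9 groups, 6 of 6 libraries beyond the controls), but holds DBP itself and so decides nothing. CRY1 and NFIL3 alone rose by 1.08 (exact 2-sided permutation p = 0.0173, 0.0779 adjusted, 4 of 6 libraries beyond the controls). A different time of collection is a candidate explanation, and an effect of the earlier DCA exposure stays open, untested.

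Fosl1 (listed as FOSL1) was lower in S1-32, at -4.14 (standard error 1.17, adjusted p = 0.00781), and S2-32, at -4.73 (standard error 1.24, adjusted p = 0.0108), both from edgeR. FOSL1 kept its S1-32 call in all 12 fits without 1 library. FOSL1 kept its S2-32 call in all 12 fits without 1 library. The other 10 immediate-early genes, without ATF3, changed by -0.44 in S1-32 (exact 2-sided permutation p = 0.208) and 0.50 in S2-32 (p = 0.266), in 0 and 1 of 6 libraries beyond the controls. Handling before fixation cannot be told apart from DCA exposure here, because the genes of this list went both ways.

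Collagen genes rose in S1-78 and S2-78. The stromal markers outside the collagens (LUM, ACTA2 and TIMP1) changed by 0.63 in S1-78 (exact 2-sided permutation p = 0.145) and 0.13 in S2-78 (p = 0.752). More stromal cells cannot be told apart from more collagen expression per cell, because only 3 such genes were on the panel and passed the filter.

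Male-biased genes without those named elsewhere (8 genes) changed by -2.39 in S3-78 (p = 0.00476, 0.0143 adjusted, 4 of 4 libraries beyond the controls), -2.66 in Direct-78 (p = 0.0119, 0.0214 adjusted, 3 of 3 libraries beyond the controls), -1.20 in S2-78 (p = 0.00476, 0.0143 adjusted, 4 of 4 libraries beyond the controls) and 1.87 in S1-10 (p = 0.00476, 0.0143 adjusted, 6 of 6 libraries beyond the controls), in exact 2-sided permutation tests. In the same exact permutation tests, the female-biased genes not named (5) changed by 1.06 in S3-78 (p = 0.195, 0.264 adjusted, 3 of 4 libraries beyond the controls) and 1.42 in Direct-78 (p = 0.0357, 0.130 adjusted, 2 of 3 libraries beyond the controls). A weaker male-biased program cannot be told apart from a general loss of hepatocyte expression, because hepatocyte markers were lower as well, 7 and 8 of 8 in S3-78 and Direct-78 (adjusted p = 0.0580 and 0.216 from camera). As a check on sex, DDX3Y had at least 66 counts in each library of the 2 groups, while the lowest count of EIF2S3Y was 0, in a library with 140.4 CPM of DDX3Y. A female sample would lack DDX3Y, so the tables argue against one in any library of these groups. The 2 genes of the sex chromosome check were not tested as a list.

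Among lists not reported above, camera called genes of the TCA cycle and pyruvate dehydrogenase higher in S2-32 (7 higher and 2 lower of 9, adjusted p = 0.0344, highest 0.0680 without mouse 75), immediate-early genes lower in S1-78 (1 higher and 10 lower of 11, adjusted p = 0.0102, highest 0.371 without mouse 90), macrophage markers higher in S1-32 (7 higher and 0 lower of 7, adjusted p = 0.0327, highest 0.0647 without mouse 74) and lower in S1-57 (0 higher and 7 lower of 7, adjusted p = 0.0302, highest 0.360 without mouse 84), and hepatocyte markers higher in S1-10 (7 higher and 1 lower of 8, adjusted p = 0.0456, highest 0.572 without mouse 68). The smallest adjusted p was 0.416 in S1-32 for hepatocellular tumour markers, 0.540 in S1-78 for circadian clock genes, 0.556 in S1-78 for cholangiocyte markers, 0.0646 in S3-78 for lymphocyte markers, 0.286 in S1-78 for endothelial markers and 0.0599 in S1-57 for erythroid markers, so none of these lists passed. Of the 61 calls of all lists, 35 passed in every fit without 1 library.

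The lists reported above also passed in other groups, with these adjusted p from camera and, where a fit without 1 library lost the call, the highest: cholesterol biosynthesis higher in S1-10 (0.0106; highest 0.0664 without mouse 69) and S1-32 (0.00271), coagulation higher in S1-10 (9.91e-08) and S1-32 (0.00762), stellate and fibroblast markers lower in S1-10 (0.0102), serpins higher in S1-32 (0.0102), NRF2 targets lower in S1-57 (0.0302; highest 0.271 without mouse 27), xenobiotic metabolism lower in S1-57 (0.000769) and S1-78 (0.0114; highest 0.348 without mouse 31), oxidative phosphorylation lower in S1-57 (0.0115; highest 0.217 without mouse 27), S1-78 (0.00968; highest 0.0818 without mouse 31) and S3-57 (0.00895), cholesterol biosynthesis lower in S1-78 (0.0197; highest 0.109 without mouse 85), S2-78 (0.0327; highest 0.352 without mouse 44) and S3-78 (0.0106; highest 0.0966 without mouse 56), collagens higher in S2-32 (0.0102; highest 0.0505 without mouse 77), stellate and fibroblast markers higher in S2-32 (0.0258; highest 0.0681 without mouse 41), male-biased liver genes lower in S2-78 (0.00682; highest 0.0610 without mouse 45), unfolded protein response lower in S2-78 (3.54e-05) and serpins lower in S2-78 (0.00762; highest 0.0893 without mouse 47) and S3-78 (0.00993).

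The largest rises and falls among DEGs whose treated libraries all lay beyond the controls, apart from genes given elsewhere or left out, are listed with log2 fold changes, adjusted p from edgeR and, where a fit without 1 library lost the call, the largest p. In S1-10 they were ENPP6 (at least 7.52-fold higher, adjusted p = 0.00225, and 0.0524 without mouse 68), APCS (2.87, adjusted p = 0.0266, and 0.207 without mouse 68), CBR3 (-4.13, adjusted p = 0.00138, and 0.454 without mouse 68), CENPE (-4.09, adjusted p = 0.0275, and 0.534 without mouse 68) and CDC20 (-3.93, adjusted p = 0.0191, and 0.536 without mouse 68). In S1-32 they were IFITM3 (3.62, adjusted p = 0.0267, and 0.0624 without mouse 75), SERPINA10 (3.36, adjusted p = 0.00455), SPAG7 (-4.81, adjusted p = 0.00165) and ACAA1B (-4.14, adjusted p = 0.000761). In S1-57 they were PLCB3 (1.99, adjusted p = 0.0286, and 0.0745 without mouse 82), SMC3 (1.62, adjusted p = 0.00878), RBM15B (1.19, adjusted p = 0.0391, and 0.142 without mouse 29), FMO5 (-1.48, adjusted p = 0.00117) and MAN2B1 (-1.38, adjusted p = 0.0288, and 0.0745 without mouse 82). In S1-78 they were IGFBP6 (2.54, adjusted p = 0.0276, and 0.175 without mouse 36) and TM7SF3 (-1.11, adjusted p = 0.0302, and 0.0781 without mouse 89). In S2-32 they were CD68 (2.06, adjusted p = 0.0301, and 0.0948 without mouse 78), CYP46A1 (-3.15, adjusted p = 0.00915) and CCDC85B (-2.89, adjusted p = 0.00386). In S2-78 they were KLHL21 (-1.43, adjusted p = 0.0191, and 0.0905 without mouse 44). In S3-57 they were PLCB3 (2.73, adjusted p = 0.000386), ILF2 (1.91, adjusted p = 0.000386) and FAM69A (-2.19, adjusted p = 0.0126). In S3-78 they were SULT3A1 (8.30, adjusted p = 0.000299), KIF5C (4.74, adjusted p = 0.0239, and 0.288 without mouse 59), RAD51L1 (3.15, adjusted p = 0.0382, and 0.108 without mouse 56), GM2083 (-6.23, adjusted p = 0.00689) and MUP19 (-5.06, adjusted p = 0.00657). SULT3A1 kept its S3-78 call without mouse 55, but its change was then 4.28 (adjusted p = 0.0420 from edgeR). In Direct-78 they were SULT3A1 (5.39, adjusted p = 0.00687), CLDN7 (4.75, adjusted p = 0.00825, and 0.0689 without mouse 64), LAMA3 (at least 16.9-fold lower, adjusted p = 0.000120), ELOVL3 (-9.37, adjusted p = 0.00155) and SERTAD1 (at least 7.98-fold lower, adjusted p = 0.00115).

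The paper's Supplementary Data 1, held in part (916 genes, 8 contrasts without Direct-78), had log2 fold changes that correlated with those here with a Pearson's r of 0.994 to 0.998 across genes, and signs were the same in 863 to 916 of them.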
